# Single-cell RNA-seq reveals distinct injury responses in different types of DRG sensory neurons

**DOI:** 10.1038/srep31851

**Published:** 2016-08-25

**Authors:** Ganlu Hu, Kevin Huang, Youjin Hu, Guizhen Du, Zhigang Xue, Xianmin Zhu, Guoping Fan

## Abstract

Peripheral nerve injury leads to various injury-induced responses in sensory neurons including physiological pain, neuronal cell death, and nerve regeneration. In this study, we performed single-cell RNA-sequencing (scRNA-seq) analysis of mouse nonpeptidergic nociceptors (NP), peptidergic nociceptors (PEP), and large myelinated sensory neurons (LM) under both control and injury conditions at 3 days after sciatic nerve transection (SNT). After performing principle component and weighted gene co-expression network analysis, we categorized dorsal root ganglion (DRG) neurons into different subtypes and discovered co-regulated injury-response genes including novel regeneration associated genes (RAGs) in association with neuronal development, protein translation and cytoplasm transportation. In addition, we found significant up-regulation of the genes associated with cell death such as *Pdcd2* in a subset of NP neurons after axotomy, implicating their actions in neuronal cell death upon nerve injury. Our study revealed the distinctive and sustained heterogeneity of transcriptomic responses to injury at single neuron level, implicating the involvement of different gene regulatory networks in nerve regeneration, neuronal cell death and neuropathy in different population of DRG neurons.

In adult mammals, peripheral nerve injury triggers profound transcriptional changes in the soma of neurons that lead to maladaptive changes such as hyperexcitability and cell death or adaptive changes such as nerve regeneration and functional recovery^1^,^2^,^3^. Microarray and RNA-seq studies on bulk sensory neurons (quite often mixed with intact neurons and glial cells in the ganglion) have uncovered hundreds of axotomy-injury response genes in DRG^4^,^5^. However, analysis of bulk samples is not capable of distinguishing different cell types which undergo either cell death and neuropathic pain or alternatively nerve regeneration and functional recovery due to injury-evoked transcriptional changes.

DRG comprises several subtypes of sensory neurons with different functions^6^. These sensory neurons have been classified into distinct subtypes based on their cell-body diameters and gene expression patterns. For example, nonpeptidergic nociceptors (NP) are small unmyelinated neurons expressing purinergic receptor P2X ligand gated ion channel 3 (*P2rx3*); peptidergic nociceptors (PEP) are medium-sized lightly-myelinated neurons expressing calcitonin gene-related peptide (*Calca*); mechanoreceptors and proprioceptors are large diameter myelinated (LM) neurons with the expression of both neurotrophic receptor tyrosine kinase 2 (*Ntrk2*) and neurotrophic receptor tyrosine kinase 3 (*Ntrk3*)^7^. Under the physiological condition, DRG neurons were recently categorized into different subtypes by single-cell analysis of their transcriptomic patterns^8^,^9^. Furthermore, the injury responses vary among different subtypes of DRG sensory neurons after peripheral nerve transection^10^,^11^. For example, neuropathic pain is usually absent in the injured large myelinated neurons which can survive after axotomy^12^,^13^,^14^. In contrast, damage of cutaneous sensory neurons including NP and PEP typically results in small fiber neuropathy, a prevalent neurological disorder associated with neuropathic pain and neuronal cell death^15^,^16^. However, the transcriptomic perturbation in post-traumatic DRG neuron subtypes has not yet been characterized at single-cell level.

In the present work, we performed SNT in adult mice to generate an injury model of DRG neurons. After single-cell RNA-seq (scRNA-seq) analysis, we distinguished the heterogeneous injury-induced transcriptional alteration in subtypes of DRG neurons. We found that differentially regulated genes are functionally correlated with the fates of neuron subtypes after injury including shared up-regulation of regeneration associated genes (RAGs) in all subtypes of neurons (i.e., LM, PEP and NP) as well as preferential induction of cell death related genes in small NP neurons.

## Results

### Transcriptional profiles of peripherally axotomized DRG neurons via scRNA-seq

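Single neurons picked by hand from dissociated DRGs were made into cDNA and libraries by Smart-seq2, a method that amplifies full-length transcripts of 1 cell and carries no molecular identifiers, so that copies made during amplification were counted as separate reads. At day 3, 48 cells of the SNT side and 22 cells of the control side were sequenced in reads of 50 bp, and 41 and 18 of them remained after the paper's removal of outliers. The control side is the DRG of the other hind limb of the same mice. The authors aligned reads with bowtie2, estimated expression with RSEM on RefSeq exons, and left ribosomal RNA out of the reference. Their tables are named TPM, but the values of a library sum to between 223967 and 2003817 and between 60.7% and 93.6% of them are exact whole numbers, so the values were taken to be expected counts of reads per gene. Total counts lay between 611647 and 1849130 (median 1323930) in the SNT-side cells that were kept and between 277390 and 1368842 (median 862619) in the control-side cells. Each library was scaled to CPM, a total of 1e6, without a correction for gene length, and log2 ratios were taken of the mean CPM + 1 of each side. No animal is named for any cell, so each side counts as 1 sample. The SD given with a mean is over cells, no p-value was computed from cells, and differences between the sides are described without a test. Cells are compared by the side they came from, whereas the paper compares its cluster 1 of injured cells with a cluster 2 that also holds SNT-side cells which it proposes were spared. SNT-side averages therefore include such cells.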

We first conducted scRNA-seq analysis of individual sensory neurons from adult mouse DRG at 3 and 7 days after SNT. SNT was performed on one side of hind limbs so that DRG neurons on the contralateral side at the same level of the lumbar vertebrate bone served as an intact control. After enzymatically dissociating ipsilateral and contralateral L3–L5 DRGs, we manually picked similar number of small-, medium-, and large-diameter individual sensory neurons. 

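The tables hold 117 single-cell libraries, of which 106 were kept after the removal of 11 outliers, 74 from the SNT side and 32 from the control side. Reads of the synthetic spike-in RNAs were not analysed here. The kept cells held 921033 ± 384038 counts on genes (SD over 106 cells), and all 117 cells held 871034 ± 399954.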

We successfully constructed 106 scRNA-seq libraries (74 DRG neurons from axotomy side and 32 controls) (Fig. 1) that were quality-controlled by linear amplification of synthetic spike-in RNAs (Supplementary Fig. S1). 

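The 106 kept cells had 8391 ± 283 genes above 10 CPM (SD over cells) and all 117 cells had 8334 ± 397. The level that defines a detected gene moved this number most. At a level of 1 CPM the kept cells had 11733 ± 570 genes. Because gene length was not used, a gene above 10 CPM is not the same as a gene above 10 TPM.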

At the depth of approximately one million mapped reads per library, each scRNA-seq library reveals ~7500 unique genes with the expression level at >10 TPM (Transcripts Per Kilobase Million) (Supplementary Fig. S2). As a direct control to the scRNA-seq, we also conducted RNA-seq with pooled neurons from control and injured DRGs at 3 days after SNT. 

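For the pooled samples, neurons of each side at day 3 were lysed in 1 tube, the lysate was split into 3 parts, and each part was made into a library. The paper gives 50 neurons per side, whereas the sample labels give 106. The 3 libraries of a side are therefore technical parts of 1 pool, and a test between the sides compares 2 pools over technical spread, not animals. The control-side libraries held 727212, 839135 and 563462 counts on genes, and the SNT-side libraries held 1672826, 1148849 and 2003817. The side of each library was taken from its column name (S for SNT and N for control, as for the cells). The line of sample identifiers in the same table pairs these 6 columns the other way round, and under that pairing every bulk difference given here would change its sign. The source label of all 6 pooled libraries, of either side, describes the ganglion as intact, so it does not tell the sides apart. For the 70 day-3 cells, names and identifiers pair alike. Libraries of 1 side differed by more than the sampling noise, with a chi-square per gene of 2.60 to 4.20 between pairs and a correlation of log values across genes of 0.908 to 0.951. Expected counts were rounded to whole numbers, which changed no library total by more than 0.0119%. The 13509 genes with a mean of at least 1 CPM were tested with edgeR's quasi-likelihood test after TMM scaling. Mean CPM of single genes in pooled libraries are given after this scaling, unlike those of cells. In the test, a gene was counted as changed with a Benjamini-Hochberg adjusted p below 0.05 and a log2 change beyond 1 in either direction.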

Consistent with the previous microarray studies of entire DRGs^17^,^18^, our bulk RNA-seq samples showed known up-regulated RAGs and down-regulated voltage gated sodium channel genes (Supplementary Fig. S3, Supplementary Table S1). 

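Between the 3 SNT-side and the 3 control-side libraries, 2157 genes passed both limits, 1196 higher and 961 lower on the SNT side, so that 55.4% of the changed genes were higher. Scaling by library size alone, chosen after the data were seen, gave 980 higher and 1264 lower genes (43.7% higher) and moved the median log2 change of all genes from 0.02 to -0.14. The trend method of limma, set before the data were seen, gave 1011 higher and 1112 lower genes (47.6% higher), and limma on log2(CPM + 1), chosen after, gave 929 and 1006. The fewest changed genes, 1649, came from a limit of at least 10 CPM on the mean. Of 12 RAGs and voltage gated sodium channel genes that the paper names, 11 passed both limits with p-values adjusted over all genes tested, and 11 passed adjusted over the list alone. The paper chose some of these genes from the same libraries, so neither count is independent evidence. Gene coordinates are those of GRCm38 in GENCODE M21, since the paper's text names no genome build. Atf3 (chromosome 1, 191170296 to 191218039) was at 1551 ± 125 CPM on the SNT side and 12.8 ± 6.71 CPM on the control side (SD, n = 3 libraries of 1 pool), a log2 change of 6.86 (SE 0.21, adjusted p = 1.1e-26) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same edgeR test with Benjamini-Hochberg adjustment, Jun (chromosome 4, 95049034 to 95052222) changed by 2.13 (SE 0.17, adjusted p = 3.8e-13) and Sprr1a (chromosome 3, 92483952 to 92485895) by 7.98 (SE 0.24, adjusted p = 8.3e-27). Gal, Npy, Gap43, Hspb1 and Klf6 rose by log2 changes of 9.10, 8.19, 3.91, 2.86 and 2.40, and Sox11 rose from 23.6 ± 4.36 to 263 ± 32.1 CPM. Among the sodium channels, Scn10a (chromosome 9, 119608456 to 119719322) fell from 1271 ± 42.9 to 361 ± 49.8 CPM, a log2 change of -1.82 (SE 0.13, adjusted p = 9.3e-15) by edgeR with Benjamini-Hochberg adjustment. Scn11a (chromosome 9, 119753759 to 119825456) fell from 538 ± 20.9 to 146 ± 8.92 CPM, with a log2 change of -1.88 (SE 0.14, adjusted p = 7.8e-14) in the same edgeR test with Benjamini-Hochberg adjustment. Scn9a (chromosome 2, 66480080 to 66634962) was at 275 ± 12.6 against 465 ± 19.5 CPM, and its log2 change of -0.76 (SE 0.14, adjusted p = 2.8e-05) from edgeR with Benjamini-Hochberg adjustment was past the limit on p but not the limit on size. Scn9a overlaps an antisense gene, and the counting is not stated to use strand. From these known changes the paper reasons that its pooled samples show the injury response that earlier microarray studies of whole DRGs had shown.

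**Figure D1:**
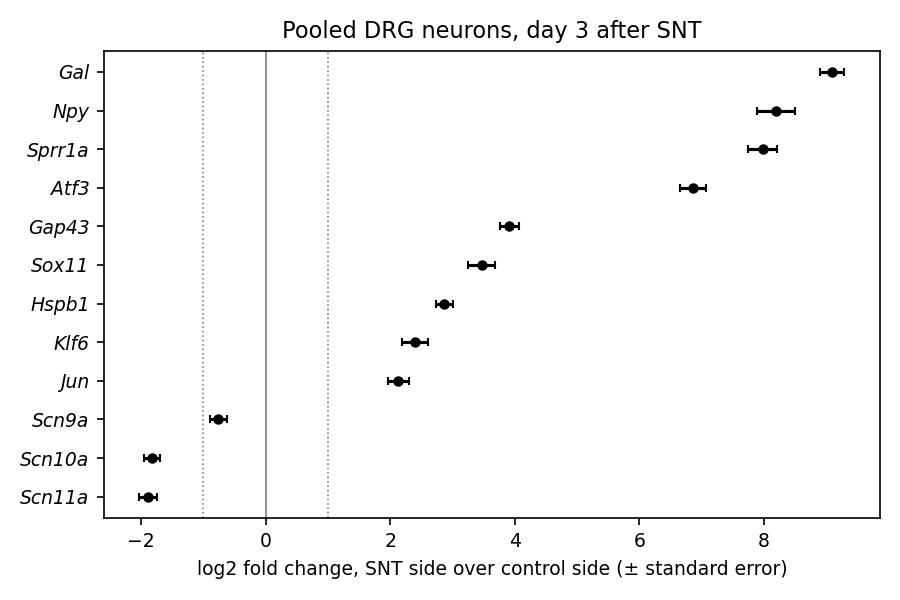
Log2 change of the named RAGs and the sodium channel genes on the horizontal axis, SNT side over control side in pooled neurons at day 3, with genes on the vertical axis. Points are edgeR estimates from 3 libraries per side, bars are ± 1 standard error, and dotted lines mark log2 changes of -1 and 1, with Scn9a between them at -0.76.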

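The mean CPM over cells was compared with the mean CPM of the pooled libraries of the same side, across genes with a value in both and on a log10 scale. On the control side Pearson's r across 14405 genes was 0.933 for 18 cells, and on the SNT side it was 0.954 across 15990 genes for 41 cells. Against the pooled libraries of the opposite side the values were 0.909 and 0.906. A single cell reached 0.792 to 0.866 on the control side and 0.803 to 0.910 on the SNT side. The linear scale gave 0.890 on the control side and 0.968 on the SNT side, and with all cells, chosen after the data were seen, 0.575 and 0.896. Genes are not independent replicates, so these values describe the libraries and carry no p-value.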

As expected, the data from single cells are equivalent to those using pooled DRG neurons (Supplementary Fig. S1a,b), further validating the high-quality of our scRNA-seq libraries.

### Unbiased characterization of sensory neuron subtypes after nerve transection

To gain insight into the intrinsic heterogeneity of sensory neurons in response to nerve injury, we first performed PCA of whole transcriptomes in both control and injury-side sensory neurons 3 days after SNT (Fig. 1a) and examined the expression levels of specific neuronal markers (Fig. 1b). We easily divided all the cells into two major clusters at the whole transcriptome level (Fig. 1). 

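The 59 kept day-3 cells were grouped on 10 principal components of 11275 scaled genes, from which the injury genes of Table S1 and the named RAGs had been left out. The first component held 11.9% of the variance and the second held 9.86%. Divided into 2 groups by Ward clustering, 1 group held 11 of 18 control-side cells and 8 of 41 SNT-side cells (19.5%, exact binomial 95% interval 8.82 to 34.9, which covers counting error only). The other group held 7 control-side and 33 SNT-side cells. Using all 12450 genes gave the same numbers. Of the SNT-side cells, 0 of 8 in the first group and 30 of 33 in the other had more Atf3 than every control-side cell. By the classes assigned below, the first group held the control-side NP-like and C-LTMR-like cells, and the other held most control-side PEP-like cells. This division thus followed neuron class as well as side. Average linkage on Spearman distances put 18 of 18 control-side cells and 11 of 41 SNT-side cells (26.8%, 14.2 to 42.9) in 1 group. With the 11 outlier cells added, 1 group held 18 control-side and 41 SNT-side cells and the other held 4 and 7, the same numbers as the outliers.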

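By side, without regard to cluster, Atf3 was at 1476 ± 1105 CPM in the 41 SNT-side cells at day 3 and 17.7 ± 22.7 CPM in the 18 control-side cells, a log2 ratio of 6.30. The SNT-side values fell into a low and a high range, and 30 of 41 cells lay above the highest control-side cell at 75.7 CPM. Jun was at 327 ± 213 against 111 ± 101 CPM, a log2 ratio of 1.55, and 16 SNT-side cells lay above every control-side cell. Sprr1a was at 2902 ± 3065 against 14.3 ± 22.0 CPM (7.57), with 30 cells above. Gal was at 5097 ± 6261 against 30.6 ± 47.6 CPM, Npy at 291 ± 621 against 1.07 ± 2.54 CPM and Sox11 at 369 ± 312 against 32.1 ± 17.5 CPM, and Gap43, Klf6 and Hspb1 had log2 ratios of 1.96, 1.76 and 1.45. Adding the outlier cells or using medians changed no direction among these 9 genes.

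**Figure D2:**
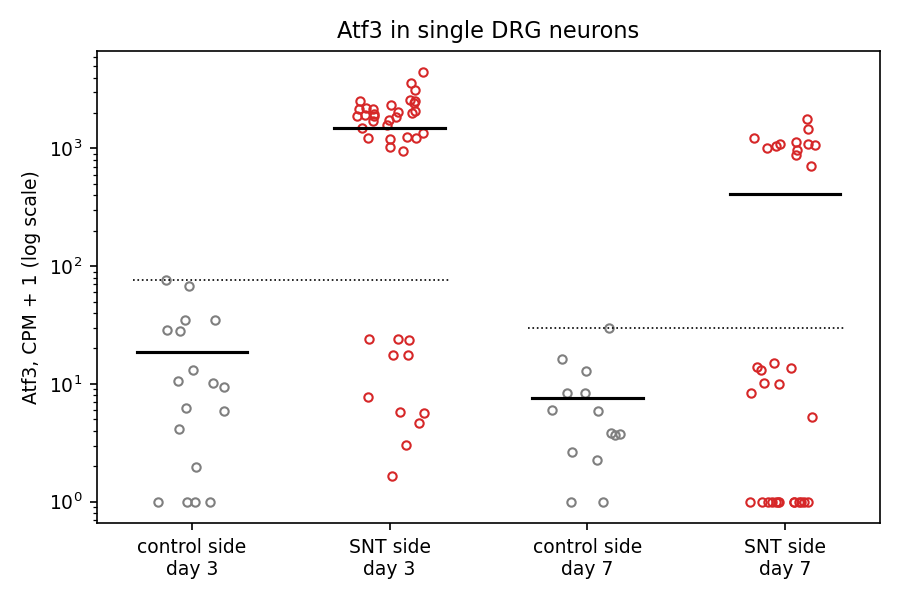
Atf3 in single neurons, with side and day on the horizontal axis and CPM + 1 on a logarithmic vertical axis. Each open circle is 1 cell, thick lines are means over cells, and dotted lines mark the highest control-side cell of each day, at 75.7 CPM at day 3 and 29.0 CPM at day 7.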

Cluster 1 includes all the injured neurons with high expression of many classic RAGs such as activating transcription factor 3 (*Atf3*) and c-Jun (*Jun*). By contrast, cluster 2 is composed of contra-lateral side control DRG neurons as well as a subset of ipsilateral sensory neurons (SNT side) with low expression of RAGs but high expression of the intrinsic regeneration inhibitor such as phosphatase and tensin homolog (*Pten*)^19^ (Fig. 1b, Supplementary Fig. S4f,g). The clustering of this subset of ipsilateral neurons with control neurons suggests that this subset of neurons may not be injured. Indeed, the axon branches of a small number of neurons in L3–L5 DRG do not contribute to sciatic nerve^20^, thus this subset of ipsilateral neurons may be spared by nerve injury in our model of SNT. Indeed, these cluster-2 non-responsive neurons have high expression of regeneration inhibitor PTEN and low expression of regeneration associated gene c-Jun on both protein and transcriptional level (Fig. 1c), distinctively different from injured *Jun*^+^ neurons in DRG at the ipsilateral SNT side^21^.

By examining the known neuronal markers, we categorized subtypes of DRG neurons from both injured (cluster 1) and intact (cluster 2) cells 3 days after SNT. For example, unmyelinated NP neurons have high expression of *P2rx3* but no expression of neurofilament heavy chain (*Nefh*). 

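Over all kept day-3 cells without regard to class, P2rx3 was above 10 CPM in 27 of 41 SNT-side cells (65.9%, 49.4 to 79.9) and 16 of 18 control-side cells (88.9%, 65.3 to 98.6). These are exact binomial 95% intervals for counting error only. Nefh was above 10 CPM in 40 of 41 SNT-side cells and 17 of 18 control-side cells, so a value above 10 CPM did not separate cells by this gene. The log2 ratio of SNT side over control side was 0.15 for P2rx3 and -0.38 for Nefh by means, and with medians it changed sign for both genes, to -2.18 and 0.65. In pooled neurons P2rx3 changed by -1.23 and Nefh by 1.19.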

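Calca was above 10 CPM in 32 of 41 SNT-side cells and 15 of 18 control-side cells at day 3, with a log2 ratio of -1.46 between the sides. Ret was above that level in 40 of 41 SNT-side cells and 18 of 18 control-side cells, and its ratio was 0.08.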

PEP neurons have expression of TRKA (*Ntrk1*) and *Calca* but no expression of Ret receptor (*Ret*). Proprioceptors have high expression of *Nefh* and parvalbumin (*Pvalb*). 

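Pvalb was above 10 CPM in 9 of 41 SNT-side cells (22.0%, 10.6 to 37.6) and 1 of 18 control-side cells (5.56%, 0.141 to 27.3, exact binomial 95% intervals) at day 3. Its mean was 38.0 ± 105 CPM on the SNT side and 1.98 ± 3.79 CPM on the control side, a log2 ratio of 3.71 with an SD over cells larger than the mean. Pooled neurons gave a log2 change of 1.22 (SE 0.60, adjusted p = 0.14) by edgeR with Benjamini-Hochberg adjustment, which did not pass the limit on p.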

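Ntrk3 was above 10 CPM in 18 of 41 SNT-side cells (43.9%, 28.5 to 60.3) and 7 of 18 control-side cells (38.9%, 17.3 to 64.3, exact binomial 95% intervals) at day 3. The log2 ratio of the sides was -0.24, which changed sign with medians (0.10) and with the outlier cells included (0.02). Its log2 change in pooled neurons was 1.62.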

Low-threshold mechanoreceptors (LTMRs) co-express *Ntrk3, Nefh* and *Ret* mRNAs (Fig. 1f–i). In addition, we identified a small portion of *Nefh*^−^/tyrosine hydroxylase (*Th*)^+^ cells as C-fiber low-threshold mechanoreceptors (C-LTMRs) in cluster 2 based on the recent scRNA-seq subclassification^8^ (Fig. 1a,b, Supplementary Fig. S4b–g). 

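Th was above 10 CPM in 4 of 41 SNT-side cells (9.76%, 2.72 to 23.1) and 4 of 18 control-side cells (22.2%, 6.41 to 47.6, exact binomial 95% intervals). Its mean was 2.94 ± 7.42 CPM on the SNT side and 502 ± 1453 CPM on the control side, 171 times as high, where a few cells carried most of it. In pooled neurons Th fell by a log2 change of 2.27.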

We also correlated the soma size with the marker expression in each individual neuron. The overall size distribution of distinct DRG subtypes is in agreement with the recent report^9^, with large size for *Nefh*^+^ neurons and small size for *P2rx3*^+^ neurons (Supplementary Fig. S4a). Therefore, we successfully classified subtypes of injured neurons based on their specific markers, allowing us to further dissect the diversified injury responses in different subtypes of sensory neurons.

### Heterogeneous responses in subtypes of sensory neurons upon nerve injury

To understand the heterogeneous injury responses among subtypes of DRG neurons, we performed unsupervised hierarchical clustering using top 400 genes with the highest influence from the first and second principal components (Supplementary Table S2). This unbiased approach further partitions cluster 1 and 2 cells into three subgroups, namely LM, NP and PEP (Fig. 2a). 

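Cells were assigned to classes again from the tables. The 59 kept day-3 cells were clustered on the 1000 most variable genes, and a cluster was called NP-like, PEP-like, LM-like or C-LTMR-like by markers that were listed before the data were examined. A cluster took a name only with a mean marker score above 0, at least 3 detected markers, and no more markers of another class than of its own among its 10 leading genes. This rule was set after the clusters were seen. It gave 20 SNT-side and 8 control-side NP-like cells, 2 and 7 PEP-like cells, 15 and 1 LM-like cells, and no SNT-side but 2 control-side C-LTMR-like cells. It left 4 SNT-side cells without a name. The LM-like class holds 2 clusters. Its control-side cell shares a cluster led by Calb1 and Stxbp6 with 1 SNT-side cell. The other 14 SNT-side cells form a cluster led by Car3 and Pvalb, so LM-like ratios mostly compare cells of different clusters. The NP-like class holds 3 clusters. The first has 12 SNT-side cells and no control-side cell, is led by Anxa1, S100a8, S100a9 and Retnlg, the last 3 of them from 1 cell, and has 4 detected NP markers with a mean score of 0.024, so its name is weak. With 2000 variable genes that cluster had no name, and 8 SNT-side NP-like cells remained. The 12 cells each had at least 1696 CPM of Atf3 and the 8 had at most 23.0 CPM, so ratios from the classes of 2000 variable genes set NP-like cells without high Atf3 against control-side cells. Clustering on the markers alone gave 10 SNT-side and 6 control-side PEP-like cells. Doublets were not searched for, since cells were picked singly by hand. Classes rebuilt in this way can differ from those of the paper.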

As cluster 1 does not contain small-size C-LTMRs likely due to the limited sample cohort, we did not include C-LTMRs in the following analysis. In the six subgroups of control and injury neurons (LM, NP, and PEP neurons in cluster 1 and 2), we found distinct expression patterns for the following four classes of genes (Fig. 2c). 

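For each list of Table S2, the median over its genes of the log2 ratio of SNT side over control side was taken within each class. Class I genes had medians of -1.13 in NP-like, -0.22 in LM-like and -0.17 in PEP-like cells. The medians of Class II genes were -0.27, -1.03 and -0.20 in the same order. Class III genes gave 0.60, 1.18 and 0.14, and Class IV genes gave 2.32, 1.10 and -0.13. Over all kept cells of both sides the median was -1.18 for Class I, -0.55 for Class II, 0.63 for Class III and 1.55 for Class IV, each beyond 10000 random lists matched on mean expression, whose central 95% ran from -0.13 to 0.09 for Class I. PEP-like values rest on 2 SNT-side cells and LM-like values on 1 control-side cell. The choice of classes moved several of these medians. In PEP-like cells clustered on markers alone they were -1.01 for Class II, 1.06 for Class III and 1.25 for Class IV, and with classes from 2000 variable genes (8 SNT-side cells, all low in Atf3) those in NP-like cells were -0.18 for Class I and 0.15 for Class II. The authors picked these genes from the same cells, so the medians describe the lists and are not independent evidence.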

Genes in Class I include voltage gated sodium channel gene Nav 1.9 (*Scn11a*) that is preferentially down-regulated in injured cluster I NP. 

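In NP-like cells Scn11a was at 445 ± 571 CPM on the SNT side (20 cells) and 1251 ± 261 CPM on the control side (8 cells), a log2 ratio of -1.49, and 12 SNT-side cells lay below every control-side cell. With medians over cells the ratio was -4.94, and with classes from 2000 variable genes (8 SNT-side cells, all low in Atf3) it was -0.21. In LM-like cells it was -0.43 against a single control-side cell, and -4.51 by markers alone, with 2 control-side cells. In PEP-like cells it was 1.06 from 2 SNT-side cells and -0.70 from the 10 SNT-side cells of the clustering on markers alone.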

PEP as well as LM (mainly proprioceptors) neurons, suggesting their relevance to the dysfunction of sensory neurons after injury^22^. Consistently, gene ontology analysis (geneontology.org) of the 100 class I genes shows the preferential enrichment (n = 18, enrichment >5-fold, p < 0.001) for biological process in regulation of metal ion transport (GO:0010959). Among the 101 Class II genes, we did not find statistically significant enrichment of GO terms. However, functionally relevant genes to sensory neurons such as glutamate receptor *Gria4* and voltage gated potassium channel *Kcna2* are exclusively down-regulated in injured NP neurons (Fig. 2a). 

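In NP-like cells Gria4 was at 36.0 ± 34.3 CPM on the SNT side and 34.0 ± 20.8 CPM on the control side, a log2 ratio of 0.08 that changed sign to -0.78 with medians over cells. Kcna2 was at 20.0 ± 28.2 against 94.1 ± 43.2 CPM, a log2 ratio of -2.18, and 13 of 20 SNT-side cells lay below every control-side cell. In LM-like cells the log2 ratios were -1.63 for Gria4 and -3.80 for Kcna2, and in PEP-like cells they were -0.72 and -0.28 from 2 SNT-side cells, or -1.99 and -1.94 by markers alone. In pooled neurons, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 change of -3.10 (SE 0.19, adjusted p = 2.2e-16) for Kcna2, and Gria4 changed by -0.40 (SE 0.21).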

The 100 genes in Class III are enriched for proteins intracellular protein transport (n = 12, enrichment >5-fold, p < 0.05; GO:0006886), including signal transducer and activator of transcription 5A (*Stat5a)* and nociception related gene voltage dependent calcium channel alpha 2/delta subunit 1 (*Cacna2d1)*, that are significantly up-regulated in injured cluster-1 NP and PEP neurons^23^. 

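Stat5a (chromosome 11, 100859351 to 100885169) was at 63.7 ± 81.6 CPM in SNT-side NP-like cells and 7.68 ± 10.4 CPM in control-side NP-like cells, a log2 ratio of 2.90. With classes from 2000 variable genes (8 SNT-side cells, all low in Atf3) the ratio was -0.18. Stat5a has a near-identical paralog, Stat5b, and its end overlaps that of Stat3 on the opposite strand, so its counts are uncertain. Cacna2d1 was at 1214 ± 919 against 286 ± 53.2 CPM (2.08), with 14 of 20 SNT-side cells above every control-side cell, and 0.09 with classes from 2000 variable genes. In PEP-like cells the ratio of Stat5a was -0.00 and that of Cacna2d1 was -0.15, and the clustering on markers alone gave 2.94 for Stat5a and 2.27 for Cacna2d1. In LM-like cells they were 1.08 and 4.08. Pooled neurons gave log2 changes of 3.101 (SE 0.49, adjusted p = 3.8e-06) for Stat5a and 2.18 for Cacna2d1 by edgeR with Benjamini-Hochberg adjustment.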

Finally, Class IV genes (n = 101) are usually up-regulated in all of the injury responsive cluster-1 neurons that include classic RAGs such as *Atf3* and c-*Jun*^24^ (Fig. 2a), suggesting that Class IV genes are related to nerve regeneration and functional recovery.

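Within classes, Atf3 was at 1407 ± 1241 against 9.34 ± 13.4 CPM in NP-like cells, a log2 ratio of 7.09, with 12 of 20 SNT-side cells above every day-3 control-side cell (60.0%, exact binomial 95% interval 36.1 to 80.9). In LM-like cells it was at 1551 ± 670.4 CPM in 15 SNT-side cells and 27.8 CPM in 1 control-side cell (5.75), with 14 of 15 cells above (93.3%, 68.1 to 99.8). The ratio was -1.42 from the 2 SNT-side PEP-like cells, neither of them above the control-side cells, and 6.68 from the 10 of the clustering on markers alone. With classes from 2000 variable genes, which leave out the 12 SNT-side cells with high Atf3, the NP-like ratio was 0.43. Jun was at 261 ± 212 against 68.8 ± 73.5 CPM in NP-like cells (1.91), which became -0.46 with 2000 variable genes. Its ratio was 0.93 in LM-like cells, and in PEP-like cells it was -1.03, or 1.36 by markers alone. Of the 101 Class IV genes, 101 had a higher mean on the SNT side in NP-like cells, 87 in LM-like cells and 43 in the PEP-like cells.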

To gain further insight into differentially regulated genes in injured LM, NP and PEP neurons, we compared gene expression in these specific subtypes of neurons under control and injury conditions by using a Bayesian single-cell differential expression approach (SCDE)^25^. 

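The paper tested single cells within subtypes with SCDE and took cells as replicates, whereas cells were compared here without a test, as direction alone. Over the genes of Table S3, the log2 ratio of mean CPM + 1 in the rebuilt classes had the listed direction for 83 of 83 genes in LM-like cells (15 SNT-side cells and 1 control-side cell). It had the listed direction for 191 of 403 genes (47.4%) in the PEP-like class with its 2 SNT-side cells, and for 402 of 403 (99.8%) with the 10 SNT-side PEP-like cells clustered on markers alone. For NP neurons only the first 1998 of the 2255 listed genes were used. Their direction was the listed one for 1990 genes (99.6%) in NP-like cells and for 1514 genes (75.8%) with classes from 2000 variable genes (8 SNT-side cells, all low in Atf3). The lists were picked from the same cells, so these shares are not independent evidence.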

Interestingly, we found 2255 differentially regulated genes from NP neurons (1188 up-regulated, 1067 down-regulated) while only 403 differentially regulated genes in PEP neurons (222 up-regulated, 181 down-regulated) and 83 in LM neurons (51 up-regulated, 32 down-regulated) (P < 0.05) (Fig. 2b, Supplementary Table S3). Together, our data clearly showed differentially regulated transcriptional patterns in DRG neuronal subtypes, suggesting that the intrinsic heterogeneity of injury responses likely contributes to their differences in regeneration capacity and injury induced dysfunctions.

### Weighted gene co-expression network analysis (WGCNA) of differentially regulated injury response genes in DRG neurons

In small-size nociceptors, we expected to observe distinctive regulation of genes involved in neuronal cell death and neuropathic pain versus those related to nerve regeneration (such as Class IV genes described above in Fig. 2a). So we performed WGCNA to analyze a total of 2386 differentially regulated genes in both control and injured NP, PEP and LM neurons 3 days after SNT (Fig. 3, Supplementary Fig. S5a, Supplementary Table S4)^26^. 

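The genes of each module in Table S4 were followed in the rebuilt classes by the median of their log2 ratio, SNT side over control side. In NP-like cells the medians were 1.71 for the blue, 1.80 for the black, 2.49 for the yellow and 1.09 for the green module. They were -0.96, -0.89 and -0.79 for the turquoise, red and brown modules. In pooled neurons the medians were 1.43, 1.08, -0.52 and 0.70 for the first 4 modules and -1.21, -0.99 and -0.61 for the other 3, each beyond 10000 random lists matched on mean expression. The yellow module thus differed in sign between NP-like cells and pooled neurons. With a pseudocount of 0.1 the yellow median in NP-like cells was 3.78, and with 5 it was 1.20. With classes from 2000 variable genes (8 SNT-side cells, all low in Atf3), chosen after the data were seen, the turquoise, red and brown medians in NP-like cells were -0.25, -0.17 and -0.13. PEP-like cells clustered on markers alone had 1.36 for the blue module in place of -0.12.

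**Figure D3:**
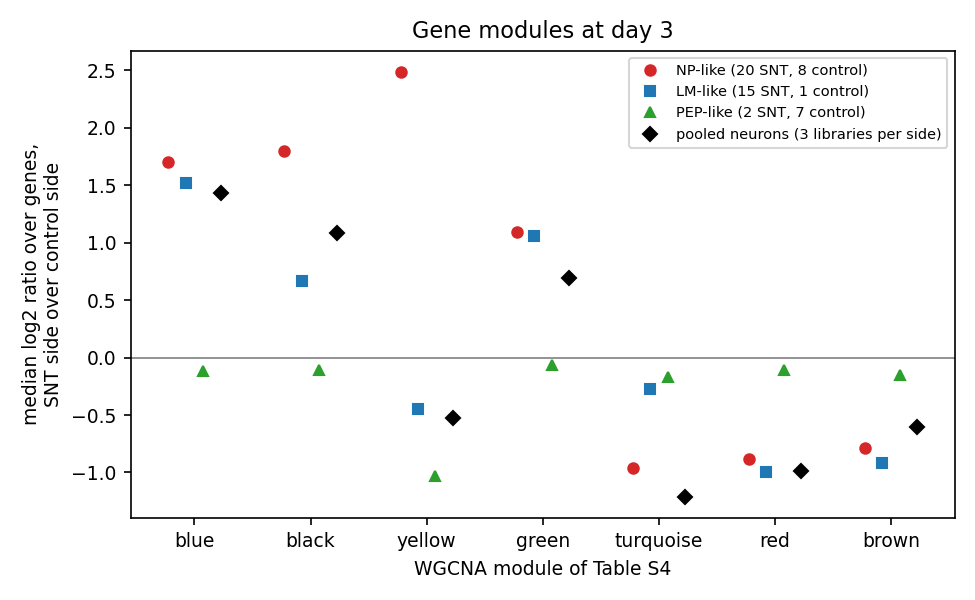
Median log2 ratio of the SNT side over the control side on the vertical axis for the genes of each module on the horizontal axis, at day 3. Circles, squares and triangles are NP-like, LM-like and PEP-like cells, diamonds are pooled neurons, and the numbers of cells or libraries behind each are in the key. The PEP-like values, from 2 SNT-side cells, lie near 0 except for the yellow module at -1.03.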

Overall, we detected seven significant gene modules among all 2386 differentially regulated genes, with four mostly up-regulated genes modules (blue, black, green and yellow module) and three mostly down-regulated modules (brown, turquoise and red) after injury induction. As expected, each module has differentially regulation patterns among six neuronal subgroups (control and injured NP, PEP and LM neurons). For example, genes in blue modules (contain 399 genes) are co-regulated among all three DRG neuronal types before and after injury, including typical RAGs such as *Atf3*, c-*Jun,* SRY box-11 (*Sox11*) and small proline-rich protein 1A (*Sprr1a)*. 

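Of the blue module's 399 genes, 398 had a higher mean on the SNT side in NP-like cells and 368 in LM-like cells, where the median log2 ratio was 1.52. In the pooled libraries 382 of 399 tested genes were higher on the SNT side. Sox11 had log2 ratios of 3.77 in NP-like and 2.19 in LM-like cells, and Sprr1a had 8.08 and 8.62. With classes from 2000 variable genes (8 SNT-side cells, all low in Atf3) the NP-like ratios were 0.14 and 1.33. In PEP-like cells Sox11 was at -1.83 and Sprr1a at -2.18 with 2 SNT-side cells, and at 3.75 and 7.78 with the 10 SNT-side cells clustered on markers alone.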

GO analysis of blue module genes shows the enrichment in neuronal regeneration associated terms such as phosphorylation, tRNA metabolism and neuron development^18^. Genes in black module (216 genes) including heat shock 27 kDa protein 1 (*Hspb1)* and growth associated protein 43 (*Gap43*) are highly expressed in control and injured LM, which are up-regulated in both NP and PEP neurons after injury. 

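Hspb1 in NP-like cells was at 1683 ± 1319.5 CPM on the SNT side and 66.9 ± 44.9 CPM on the control side, a log2 ratio of 4.63, or 1.67 with classes from 2000 variable genes (8 SNT-side cells, all low in Atf3). In LM-like cells, where the single control-side cell had 1487 CPM, the ratio was 0.85. In PEP-like cells it was -1.23, or 1.14 by markers alone. Gap43 was at 1480.3 ± 1005 against 154 ± 269 CPM in NP-like cells, and its ratios were 6.81 in LM-like and 0.69 in PEP-like cells. The median over black module genes was 0.67 in LM-like cells and -0.11 in PEP-like cells, and 0.73 in PEP-like cells by markers alone.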

GO of black module also shows the enrichment of neuron regeneration associated terms such as protein degradation and cytoplasmic transportation^27^. By contrast, genes in yellow module involve in calcium/sodium ion transport membrane and response to wounding, which are expressed at a lower level in the control NP neurons and up-regulated in a subset of NP neurons after injury. In particular, genes in green module (243 genes) are specifically up-regulated in NP neurons compare to LM and PEP neurons after injury (P < 4e–16), and are related to GO terms of cell death and immune responses, suggesting their function related to neuronal cell death in small unmyelinated nociceptors upon nerve injury. 

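In NP-like cells 262 of 269 yellow module genes had a higher mean on the SNT side. The median log2 ratio was -0.45 in LM-like cells and -1.03 in PEP-like cells.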

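The green module had a median log2 ratio of 1.09 in NP-like cells and 1.05 in LM-like cells. In PEP-like cells it was -0.06, 0.06 over genes with a mean of at least 10 CPM, and 1.24 by markers alone. The difference between classes was not tested, because each class has 1 sample per side. From the module's pattern in NP neurons and its terms of cell death and immune response, the paper proposes that these genes act in the death of small unmyelinated nociceptors after injury. It reasons in the same way from the blue and black modules, shared by the subtypes, to regeneration.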

Genes in turquoise (481 genes) and red module (223 genes) are down-regulated after injury, involved in regulation of kinase/transferase activity and cation/ion transportation. 

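Turquoise module genes had median log2 ratios of -0.27 in LM-like and -0.17 in PEP-like cells, and red module genes had -0.11 in PEP-like cells, or -1.07 by markers alone. In LM-like cells 41 of 223 red module genes had a higher mean on the SNT side. In pooled neurons 14 of 481 tested turquoise genes and 10 of 223 tested red genes were higher on the SNT side.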

Finally, 297 genes in brown module are expressed at similar level in control DRG subtypes, but specifically down-regulated in the injured NP neurons. These genes are functionally related to synapse assembly and organization, cell-cell signaling, and positive regulator of neural development (Fig. 3b,d). 

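The brown module had a median log2 ratio of -0.92 in LM-like cells, against 1 control-side cell, and -0.15 in PEP-like cells. On the SNT side 17 of 297 genes of this module had a higher mean in NP-like cells and 50 of 297 in LM-like cells.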

The down-regulation of these genes in NP neurons may be relevant to neuronal dysfunctions such as cell death and neuropathic pain after axotomy.

In order to determine the robustness of our classification, we cross-referred cluster genes in Class I-IV to the list of differentially regulated genes in seven WGCNA modules (Supplementary Fig. S5c). 

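In the paper's lists, 93 of the 101 Class IV genes (92.1%) are in the blue or black module. Among the 12450 genes above 10 CPM in at least 5 libraries, chance would give 4.98 shared genes, and 27.5 among the 2128 genes of the 7 day-3 modules, a background chosen after the data were seen. Both lists come from the same cells, so the number shared is not independent evidence.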

Significantly, we found that co-upregulated genes in black and blue modules, which are enriched for RAGs, including approximately 90% genes in Class IV, supporting the notion that Class IV genes contain both classic and novel RAGs. Similarly, approximately 40% of up-regulated Class III genes in injured NP neuron were found in green module. By contrast, the down-regulated genes in injured NP neurons identified from turquoise module overlaps with 90% of genes in Class I, which are functionally related to cation ion transport and indicative of neuronal dysfunction.

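Of the 99 Class III genes in Table S2, 42 (42.4%) are in the green module, where chance among the same genes would give 1.92, and among the genes of the modules 6.17. The blue module holds 12 of them.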

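The turquoise module holds 90 of the 100 Class I genes, and chance would give 3.86, or 22.2 among the genes of the modules.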

In subtypes of sensory neurons after injury, we identified unique expression of cell survival and death related genes^28^. For example, we found that neuronal cell death gene *Caspase-3* in blue module is up-regulated in all three types of DRG neurons (Fig. 4a), whereas programmed cell death-2 (*Pdcd2*) in green module is significantly up-regulated only in injured NP neurons (Fig. 4b). Similarly, neuronal survival related genes ISL LIM homeobox 1 (*Isl1)* and oxidation resistance 1 (*Oxr1)* in brown module are preferentially down-regulated in injured NP neurons (Fig. 4c,d), consistent with their roles in neuronal cell loss^29^,^30^. 

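Pdcd2 (chromosome 17, 15519208 to 15527301) was at 97.8 ± 89.3 CPM in SNT-side NP-like cells against 31.9 ± 8.00 CPM on the control side, a log2 ratio of 1.59, and 16 of 20 SNT-side cells lay above every control-side cell. Its ratio was 0.41 with classes from 2000 variable genes (8 SNT-side cells, all low in Atf3), -1.42 in LM-like cells and -0.53 in PEP-like cells, where markers alone gave 0.33. In pooled neurons Pdcd2 changed by -0.06 (SE 0.29, adjusted p = 0.92) by edgeR with Benjamini-Hochberg adjustment. Pdcd2 overlaps Tbp on the opposite strand, and the counting is not stated to use strand.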

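In NP-like cells Isl1 was at 89.8 ± 103 CPM on the SNT side and 125 ± 55.0 CPM on the control side, a log2 ratio of -0.47 that became 0.40 with classes from 2000 variable genes (8 SNT-side cells, all low in Atf3). Oxr1 was at 56.1 ± 40.6 against 121 ± 31.5 CPM (-1.10), with 14 of 20 SNT-side cells below every control-side cell. In LM-like cells the ratios were -1.20 for Isl1 and -1.51 for Oxr1, against 1 control-side cell, and in PEP-like cells they were 0.29 and -0.55, with -0.28 for Isl1 by markers alone. In pooled neurons the log2 change was -0.43 (SE 0.18, adjusted p = 0.071) for Isl1 and -0.84 (SE 0.19, adjusted p = 8.4e-04) for Oxr1, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and neither passed the limit on size.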

The up-regulation of *Pdcd2* in small *Nefh* negative NP neurons was confirmed at the protein level via immunostaining (Fig. 4g). In addition, we also found that turquoise module comprises some voltage gated potassium channel genes such as *Kcng3* and *Kcnn1* that are specifically down-regulated in injured NP neurons (Fig. 4e,f), potentially associated with pain hypersensitivity in injured small cutaneous NP neurons^31^.

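Kcng3 was at 10.7 ± 15.6 CPM on the SNT side and 29.0 ± 13.6 CPM on the control side in NP-like cells (-1.36 on the log2 scale), and Kcnn1 was at 35.7 ± 45.2 against 79.9 ± 31.2 CPM (-1.14). In LM-like cells the ratios were 0.14 and -2.09, and in PEP-like cells -1.61 and 0.13, with 0 for Kcng3 when medians over cells are used. Pooled neurons gave -2.83 (SE 0.66, adjusted p = 0.0011) for Kcng3 and -1.19 (SE 0.44, adjusted p = 0.043) for Kcnn1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library moved these to between -4.57 and -2.14 for Kcng3 and between -2.03 and -0.89 for Kcnn1, and Kcnn1 lost the threshold in 9 alternatives. Kcnn1 overlaps an antisense gene, and the counting is not stated to use strand.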

Many genes in blue and black modules are co-upregulated in all three types of injured sensory neurons related to regeneration function in protein phosphorylation, translation, neuron development, protein degradation and cytoplasm transportation. Indeed, we observed a significant overlap of the blue (31.6%) and black (20.0%) module genes with injury-response genes in DRGs reported by a recent study (Supplementary Table S5)^32^. 

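Table S5 lists 126 of the 399 blue module genes (31.6%) and 43 of the 216 black module genes (19.9%). It also lists 67 of the 243 green module genes (27.6%) and 13 of the 269 yellow module genes (4.83%).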

We further cross-referred up-regulated genes from blue, black, green and yellow modules with known RAGs discovered from other studies (Supplementary references 1–43). Remarkably, we found 26 RAGs in blue module, 9 in black module, 2 in yellow module and 1 in green module (Supplementary Table S6), consistent with the preferential enrichment of putative RAGs in blue and black module compared to other modules. 

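Table S6 lists 30 genes for blue, 10 for black, 2 for yellow and 1 for green, of which 30, 9, 1 and 1 are in the module of that name in Table S4. The green gene is Skil. The symbol Cfl, listed for black, is not used in the expression tables, and Cntf, listed for yellow, is in none of the 7 day-3 modules.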

Since RAGs include transcription factors (TFs) that play important regulatory roles during neuron regeneration and degeneration^33^, we then characterized the injury associated TFs in our functional gene modules. We found that a group of TFs in blue module clustered closely together with many known RAGs such as *Atf3, c-Jun, Sox11* and kruppel-like factor 6 (*Klf6*), suggesting their co-regulation relationships during axon regeneration. Similarly, the TFs in green module such as *Atf4* and *Stat5a/b* did not group with known RAGs, suggesting their functions in injured neurons may not be related to nerve regeneration and functional recovery (Fig. 4j). 

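Over the 59 kept day-3 cells of both sides, Pearson's r of log2(CPM + 1) between Atf3, Jun, Sox11 and Klf6 averaged 0.769 over the 6 pairs (0.692 to 0.891). Spearman's rho averaged 0.784. A gene that differs between the sides gives such a correlation without any relation within a side. In the control-side cells alone, a check chosen after the data were seen, the average was 0.223, and in the SNT-side cells alone it was 0.804. SNT-side cells mix a low and a high range of Atf3, so the value of that side does not exclude such an origin. Cells of 1 side come from 1 sample, so these values carry no p-value.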

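Between the 3 green module factors Atf4, Stat5a and Stat5b, the mean r was 0.629, and between them and the 4 blue module factors it was 0.531 over 12 pairs (0.304 to 0.703). Control-side cells alone gave 0.197 and 0.00738, and SNT-side cells alone gave 0.691 and 0.545. Stat5a and Stat5b are near-identical paralogs whose reads the counting could split.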

We confirmed the differential regulation of c-Jun and STAT5B in blue and green modules at protein level, respectively (Fig. 4h,i).

### Distinct molecular program of LM neurons at multiple time points of SNT

As stated above, we observed dramatic heterogeneous injury responses among NP, LM and PEP neurons days after SNT. We then asked whether the molecular program in response to injury will sustain at a longer time period. Therefore, we analyzed the transcriptomes of DRG neurons 7 days after SNT. 

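At day 7, 33 SNT-side and 14 control-side cells were sequenced, all of which the paper kept. SNT-side cells held 261351 to 965292 counts (median 575179) and control-side cells held 510014 to 1018545 (median 738947). The values were made and scaled as for day 3. Day 7 differs from day 3 in more than time. The day-7 mice were C57BL/6, and the day-3 mice were a first-generation cross of CAST/Eij and C57BL/6. Reads were 75 bp long against 50 bp, and another sequencer was used. These differences cannot be told apart from an effect of time, so days are compared only through the ratio of the sides within each day. Labels give 16 SNT-side and 7 control-side cells as female and 17 and 7 as male, and no animal is named. Clustered as for day 3, the cells comprised 10 SNT-side and 6 control-side PEP-like cells, 18 and 4 LM-like cells, 1 control-side NP-like cell, and 5 and 3 cells without a name. Genes of haemoglobin and S100a9 lead 1 of the PEP-like clusters.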

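Of the 33 SNT-side cells at day 7, 12 had more Atf3 than every control-side cell (highest 29.0 CPM), each with at least 704 CPM. They were 11 of 18 LM-like cells (61.1%, exact binomial 95% interval 35.7 to 82.7) and 1 of 10 PEP-like cells (10.0%, 0.253 to 44.5). None of the 5 cells without a name was among them. The intervals cover counting error only. The LM-like name is weak for a cluster of 8 SNT-side cells, where LM markers had a mean z-score of 0.0972. With clusters on the genes of Table S2, 7 of the 18 LM-like and 9 of the 10 PEP-like SNT-side cells kept their name. Ntrk3 was above 10 CPM in 24 of 33 SNT-side and 6 of 14 control-side cells, Ntrk2 in 26 and 13, and Pvalb in 17 and 1. Pvalb was at 160.3 ± 316 CPM on the SNT side and 4.05 ± 4.80 CPM on the control side, a log2 ratio of 5.00. Log2 ratios were 1.18 for Ntrk3 and -0.23 for Ntrk2.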

After examining the expression patterns of specific markers, we found that the majority of *Atf3*^+^ injured neurons are LM neurons such as LTMRs (*Ntrk3*^+^/*Pvalb*^*−*^) and Proprioceptors (*Ntrk2*^+^/*Pvalb*^+^*, Ntrk3*^+^/*Pvalb*^+^) (Fig. 5a, Supplementary Fig. S6a–f). 

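Each day-7 SNT-side cell was correlated with the mean profile of the SNT-side cells of each day-3 class. Spearman's rho across genes averaged 0.744 ± 0.0450 with LM-like, 0.731 ± 0.0497 with PEP-like and 0.676 ± 0.0373 with NP-like cells (SD over 33 cells). The closest class was LM-like for 20 cells, PEP-like for 13 and NP-like for none. The 18 LM-like day-7 cells averaged 0.765 with LM-like and 0.699 with PEP-like cells of day 3, and the 10 PEP-like ones averaged 0.718 and 0.782. The PEP-like profile of day 3 is that of 2 cells. Day-7 control-side cells, against day-3 control-side classes, were closest to LM-like in 7 cases, PEP-like in 6 and NP-like in 1. Pearson's r of quantile-normalized values gave averages of 0.730, 0.719 and 0.657. Which classes were sampled at day 7 enters this comparison, since no SNT-side NP-like cell was found among them.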

Hierarchical clustering analysis of transcriptome profile showed that day-7 cluster closer to day-3 LM neurons than other injured neuronal subtypes (Fig. 5b). We detected 771 differentially regulated genes (420 up-regulated and 351 down-regulated) on day 7 when compared to 87 from day 3 LM neurons. In order to comprehensively analyze the injury responses of LM neurons at different time points, we categorized the differentially regulated genes from day-3 and day-7 LM neurons into 3 modules according to their co-expression patterns (Fig. 5c,d, Supplementary Table S4). Briefly, gray module contains 358 gradually down-regulated genes, which are associated with learning and memory, nucleus organization and protein depolymerization. 

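The gray module had a median log2 ratio of -1.15 in day-3 LM-like cells (15 SNT-side cells and 1 control-side cell) and -1.33 in day-7 LM-like cells (18 and 4). Over all day-7 cells it was -0.63, -0.83 in cells labelled female and -0.46 in cells labelled male, whose classes differ.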

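In LM-like cells the genes of the magenta module had a median log2 ratio of 0.16 at day 3 and 1.35 at day 7. Those of the orange module had 1.98 at day 3 and 1.98 at day 7. Over all day-7 cells the medians were 0.95 and 1.33. Leaving out 1 control-side cell labelled female that held Y-linked counts, a step chosen after the data were seen, gave 0.90 and 1.32.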

Magenta module has 66 up-regulated genes in a small number of day-3 SNT neurons and all the day-7 SNT neurons, while orange module has 364 genes gradually up-regulated at different time points of SNT. The magenta and orange modules are associated with nerve regeneration such as organ morphogenesis, nerve system development and axonogenesis. Together, these results demonstrated that LM neurons display dynamic injury-induced gene expression with a relatively conserved regeneration related gene co-expression network both 3 and 7 days after SNT.

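Atf3 was at 409.7 ± 569 CPM in the 33 SNT-side cells at day 7 and 6.57 ± 7.82 CPM in the 14 control-side cells, a log2 ratio of 5.76. It was 7.06 in cells labelled female and 4.67 in cells labelled male, too few groups for a test. Of the SNT-side cells, 1 of 16 labelled female and 9 of 17 labelled male were PEP-like, so class differs with the label. Sprr1a was at 1098 ± 1629 against 0.494 ± 1.01 CPM, with 13 of 33 SNT-side cells above every control-side cell. The SNT-side mean of Sox11 was 9.74 times that of the control side (15.4 ± 17.0 CPM), and Gal, Gap43, Klf6 and Jun had log2 ratios of 5.90, 1.36, 0.83 and 0.56. Npy was at 605 ± 1302 CPM on the SNT side and had no counts in the 14 control-side cells. Hspb1 had a ratio of -0.25, opposite in sign to that at day 3.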

To determine whether the transcriptional changes in LM neurons at day-7 after SNT exhibit distinct patterns compared to other neuronal subtypes such as NP neurons, we cross-referenced the three modules in LM neurons on day 7 to the seven co-expression modules differentially regulated in LM, PEP and NP neurons on day 3. Direct module comparison identified significant overlap of gene modules between day 3 and day 7. For instance, up-regulated genes in orange module are significantly overlapped with co-regulated modules such as blue module (156 overlapped genes, P < 2.64e–41, hypergeometric test) and black module (40 overlapped genes, P < 0.015), whereas down-regulated genes in gray modules are significantly overlapped with co-regulated red module (52 overlapped genes, P < 3.82e–5). 

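Counted in Table S4, the orange module shares 154 genes with the blue module, where chance among 12450 expressed genes would give 11.3, and 40 genes with the black module. The gray module shares 52 genes with the red module, 8.20 times the number expected by chance, and 64 with the brown module, 7.58 times. Among the 2128 genes of the 7 day-3 modules alone, a background chosen after the data were seen, chance would give 44.3 for orange with blue, 24.0 for orange with black, 17.3 for gray with red and 23.0 for gray with brown. The modules of both days were built from overlapping sets of cells, so these numbers are not independent evidence.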

We did not observe significant overlap of injury induced genes in day-7 LM neurons with those of green, yellow and turquoise modules specifically regulated in NP neurons. 

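The orange module shares 30 genes with the green module, 7 with yellow and 5 with turquoise. The gray module shares 31 genes with turquoise and 17 with yellow. Modules were made from changed genes, so chance was taken among the 2128 genes of the 7 day-3 modules, a choice made after the data were seen. It would give 26.9, 29.8, 53.3, 37.3 and 20.9 shared genes in this order. Among the 12450 expressed genes it would give 6.86, 7.63, 13.6, 13.7 and 7.65. With that background orange with green, gray with turquoise and gray with yellow lie above chance, and orange with yellow and with turquoise do not. From the overlap with the modules shared by all subtypes, and its report of no significant overlap with the modules of NP neurons, the paper proposes, calling its results preliminary, that each subtype may keep its own program as recovery goes on.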

Although our results were still preliminary, it suggests that each DRG neuronal subtypes may maintain a distinguished transcriptional program during a longer time course of nerve injury/recovery.

## Discussion

By single-cell RNA-seq analysis of mRNA transcriptome of injured DRG neurons, we, for the first time, observed genome-wide heterogeneous injury responses among various subtypes of DRG neurons. Using weighted gene network analysis, we identified injury-responsive genes related to abnormal pain and cell death particularly in small-size nociceptors as well as shared gene modules related to regeneration that are co-regulated among all three subtypes of sensory neurons. Consistent with the unique transcriptional change in a specific subtype of sensory neurons, we also uncovered the robust transcriptional alterations in the pathways of cell death and neuropathic pain in injured small unmyelinated neurons.

The poor functional recovery after peripheral nerve injury is often associated with delayed loss of cutaneous neurons, in which apoptosis is induced by alterations of electrical activity and loss of target derived neurotrophic factor support^34^. It is known that dynamic expression of pro-apoptotic mediator *Bax,* pro-survival factor *Bcl-2* and *Caspase-3* is correlated to injury induced neuronal death^35^. While NP neurons are more prone to cell death, we found that *Caspase-3* is up-regulated in all the injured neuronal subtypes (Fig. 4a). It has been reported that sensory neurons can survive for a long time with high expression of *Caspase-3* in a diabetes rat model^36^. We therefore suggest that other factors in addition to Caspase-3 are involved in the induction of neuronal cell death in post-traumatic cutaneous sensory neurons such as NP neurons. In fact, we observed the upregulation of *Pdcd2* gene and down-regulation of neuron survival factor *Isl1* and *Oxr1* specifically in injured NP neurons, consistent with our suggestion^29^,^37^.

Peripheral neuropathic pain is caused by malfunction of receptors, enzymes, and voltage-dependent ion channels in DRG neurons, as well as changes in the nociceptive pathway at synapses in the central nervous system^31^,^38^. Voltage gated ion channels are drug targets for treating neuropathic pain due to their association with generation and conduction of pain hypersensitivity^39^. For example, gain-of-function and up-regulation of voltage gated sodium channel Nav1.7–1.9 (*Scn9a, Scn10a, Scn11a*) are related to inflammation induced pain^40^ while down-regulation of potassium channels are related to hyperexcitable phenotype^41^,^42^. Consistent with the previous findings^17^, we found the majority of genes encoding voltage gated sodium channels such as Nav1.7–1.9 are down-regulated in our axotomy model (Supplementary Fig. 3b). Nevertheless, we found specifically down-regulation of turquoise module genes *Kcng3* and *Kcnn1* in NP neurons. 

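In single cells at day 3, without regard to class, Scn9a was at 319 ± 174 against 712 ± 229 CPM (-1.15 on the log2 scale) in SNT-side and control-side cells. Scn10a was at 626 ± 1039 against 1781 ± 976 CPM (-1.51 on the log2 scale) and Scn11a at 224 ± 452 against 607 ± 621 CPM (-1.43 on the log2 scale). The SD over SNT-side cells was larger than the mean for Scn10a and Scn11a. Scn9a overlaps an antisense gene, and the counting is not stated to use strand. At day 7 the log2 ratios were 0.06, -1.01 and -1.57 in the same order.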

Because down-regulation of potassium channel genes are implicated in pain hypersensitivity^22^,^43^,^44^, our results suggested that these *Kcng3* and *Kcnn1* in our axotomy model are the novel target genes contributing to pain hypersensitivity as well.

Although previous genome-wide screens have yielded numerous candidate injury-induced genes, only a small proportion of these genes are RAGs^4^. In this study, we were able to find more candidate RAGs from shared up-regulated genes in injured NP, PEP and LM neurons (e.g. Class IV genes in Fig. 2 and Supplementary Table 2 and candidate genes in blue and black modules via WGCNA). By cross-comparing our gene list with up-regulated genes in a model of pre-conditioned DRG^32^ as well as known RAGs (Supplementary Table S6), we uncover additional novel RAGs in our injury model via scRNA-seq. These novel RAG genes are connected by the known RAGs genes such as *Atf3, c-Jun, Sox11* and *Klf6* in regeneration gene network analysis as well^45^,^46^,^47^,^48^,^49^.

In summary, our study not only reveals tremendous heterogeneity of sensory neurons in response to injury, but also identifies novel target genes associated with either neuronal cell death and physiological pain or nerve regeneration and neuronal recovery.

## Methods

### Experimental animals and tissue processing

The experiment was performed on two month old adult CAST/Eij ♂ cross C57BL/6♀ F1 female mice and C57BL/6 mice of both gender. The animal experiments were carried out in accordance with the protocols approved by Animal Experiment Administration Committee of Tongji University School of Medicine, China (No. TJLAC-015-022). Animals were kept in cages in groups, with sufficient food and water, under 12-h light-dark cycle conditions. All surgical procedures were performed under general anesthesia with intraperitoneal injections using a mixture of ketamine (100 mg/kg) and xylazine (10 mg/kg). For the sciatic nerve transection (axotomy), the right side sciatic nerve was exposed at the mid thigh level and sectioned distally. The wound was sutured in two layers, and the animals were allowed to recover. At 3 days and 7 days post surgery, animals were performed euthanasia by CO_2_ and decapitation, L3–L5 DRG from mice of both ipsilateral and contralateral side were dissected and dissociated into single cells. Single DRG soma was manually picked in the lowest possible volume (preferably ≤0.5 μl, possibly 0.3 μl) using a micro capillary pipette into a 0.2-ml thin-wall PCR tube contains 4 μl smart-seq2 lysis buffer. Cell sizes were measured and recorded during picking. DRG neuron were randomly picked with almost equal number of small, medium and large diameter neurons in order to incorporate most subtypes. Except for the enzyme dissociation, all the dissection procedure were performed on ice in order to reduce RNA degradation.

### Single cell RNA-seq and reads processing for differentially gene expression analysis

Whole transcriptome amplification in tubes were performed following Smart-seq2 protocol with minor edition^50^. Briefly, the cells were lysed and poly-A RNA was reverse transcribed by superscript III reverse transcription enzyme using a template switch fashion. cDNA were then amplified by KAPA polymerase for 18 PCR cycles. After purification, 0.1 ng cDNA were used for Nextera tagmentation and library construction. ERCC RNA spike-in Mix (Ambion, Life Technologies) was added to the lysis reaction and processed in parallel with poly-A RNA. Libraries were sequenced on illumina Hi-seq2000 and Next-seq500 pipeline. CASAVA 1.8.2 was used to separate out the data for each single cell by using unique barcode combinations from the Nextera XT preparation and to generate fastq files. Raw reads past quality control were mapped by bowtie2 using default parameter, gene expression level was quantified as transcripts per million reads (TPM) using RSEM to known exons using Refseq gene annotation downloaded from UCSC genome browser. Ribosomal RNA annotations were removed from reference file before gene expression quantification.

We performed smart-seq2 single cell RNA-seq on 106 L5 single DRG neuron, including 74 single neurons from SNT side and 32 cells from their contralateral control side. 

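Counting genes with more than 10 expected counts, a rule chosen after the data were seen, gave 7801 ± 1233 genes in the 106 kept cells and 7558 ± 1456 in all 117 cells (SD over cells).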

After filtering out genes mapped on ribosomal RNA, each of the single cell samples generated an average of 0.835 ± 0.397 (average ± s.d) million unique mapped reads on genes and detected 7569 ±1456 (average ±s.d) genes with TPM expression level larger than 10. For each side, a total of 50 dissociated DRG neurons with almost equal number of small, medium and large diameter neurons were lysed in one tube and split into three parts in order to construct cell population control. To ensure the fidelity of the data, we checked the correlation of spike-in RNA controls. The levels of RNA spikes determined by RNA sequencing correlated strongly with each other with minimal variances (Supplementary Fig. 1).

### Principal component analysis (PCA) and Hierarchical Clustering Analysis

Before the PCA analysis, we determined a cut-off for genes that had greater than 10 TPM in at least 5 samples. We then did a quantile normalization on the remaining data followed by log transform, leaving 12145 genes for further analysis. PCA was performed using an R package FactoMineR with scale.unit = TRUE normalization. PCA plot cluster all the samples into two groups, we excluded 11 samples in the distal cluster as outliers, leaving the remaining 106 single DRG samples clustering with 6 bulk sample control. 

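The 11 outliers are 7 SNT-side and 4 control-side cells of day 3, with 223967 to 666521 counts. Over all SNT-side cells the lowest single-cell r with the pooled libraries was 0.470, and over kept cells it was 0.803. On the control side these values were 0.499 and 0.792.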

We used the first two principal components coefficient scores to determine genes which highest magnitude in subclassifying DRG samples. In Fig. 2a, a total of 400 genes with highest magnitude in PC1 and PC2 were used for hierarchical clustering analysis. Gene expression in each sample was scale normalized and clustered based on their spearman correlation. The separation was robust and repeatable using either 400 genes or all 12145 genes.

### Differentially gene expression analysis

An R package DEseq was used to calculate differentially expression genes between bulk samples. We determined significantly differentially expressed genes with the criteria of mean expression level fold change >2 and FDR adjusted P-value < 0.05. To identify differentially expressed genes in individual neuronal groups, we used the recently published Bayesian approach to single-cell differential expression (SCDE) analysis method^25^ to compare each cell class against all other clusters. Briefly, raw count data from each group were fit a SCDE error model in order to estimate both the likelihood of a gene being expressed at any given average level in each subpopulation as well as estimating the probability of a dropout event for each gene and in each cell simultaneously. Differentially gene expression analysis were then calculated using the joint posterior probability of expression in each cell group. Finally, genes with fold expression difference posterior larger than 2 and with FDR adjusted P-value < 0.05 were identified as differentially expressed genes. We used unparied t-test and one-way ANOVA to test differentially expression of individual interested genes in three types of DRG neuron.

### Immunohistochemistry

Male adult mice were euthanized by CO_2_ and decapitated, DRGs were dissected out and postfixed in 4% PFA for 1 h at 4 °C. Samples were subsequently washed in PBS and cryopreserved at 4 °C overnight with 30% sucrose in PBS. Tissue was then embedded in OCT and frozen at −20 °C. Samples with 10 μm sections were cut on a freezing sledge microtome (Leica Microsytems) and air dry in room temperature for two hours to prepare for staining. Two mice were used for each immunostaining, showing similar results. Sections were permeabilized in PBS+0.5%Triton-x100 for 10 min. Following blocking in 1%BSA PBS for 1 hour, samples were then incubated in primary antibody, including chicken anti-NEFH (abcam, ab4680), rabbit anti-PTEN (abcam, ab32199), rabbit anti-c-JUN(abcam, ab31419), rabbit anti-STAT5B (abcam, ab76319), rabbit anti-PDCD2 (Proteintech,10725-1-AP) at room temperature for 2 hours. For detection, Donkey 488- and Cy3-conjugated Alexa secondary against rabbit and goat were used at dilution of 1:400. (Jackson ImmunoResearch 705-545-003 and 703-166-155) for one hour in the room temperature. After PBS washes, slides were subsequently mounted with mounting medium (darko) and visualized with a Nikon Fluorescent microscope.

### Weighted gene co-expression network analysis

To perform WGCNA, a matrix of signed Pearson correlation between all pairs of transcripts was computed. This correlation matrix was raised to power β = 14 to calculate a adjacency matrix. To minimize the noise and spurious associations, the adjacency matrix was transformed to topological overlap matrix (TOM). The matrix 1-TOM was used as the input of average linkage hierarchical cluster, and genes with similar expression pattern were clustered together. The expression profile of a given module was represented by its first principal component (as known as module eigengene, ME) which can explain the most variation of the module expression levels. Module membership (also known as module eigengene based connectivity, kME) of each genes was calculated by correlating the gene expression profile with ME.

### Function analysis

Gene ontology enrichment analysis was carried out by combined analysis of Bioconductor package “topGO” [PMID:16606683] and online DAVID GO database: https://david.ncifcrf.gov/tools.jsp. Terms were accepted if they are hitted more than 1 gene and Fisher’s Exact Test P-value < 0.05.

## Additional Information

**How to cite this article**: Hu, G. *et al*. Single-cell RNA-seq reveals distinct injury responses in different types of DRG sensory neurons. *Sci. Rep.* **6**, 31851; doi: 10.1038/srep31851 (2016).

**Accession code**: Gene Expression Omnibus: raw data for individual libraries and normalized data for all sequenced library, GSE71453.

## Supplementary Material

Supplementary Information

Supplementary Table 1–5

## Figures and Tables

**Figure 1:**
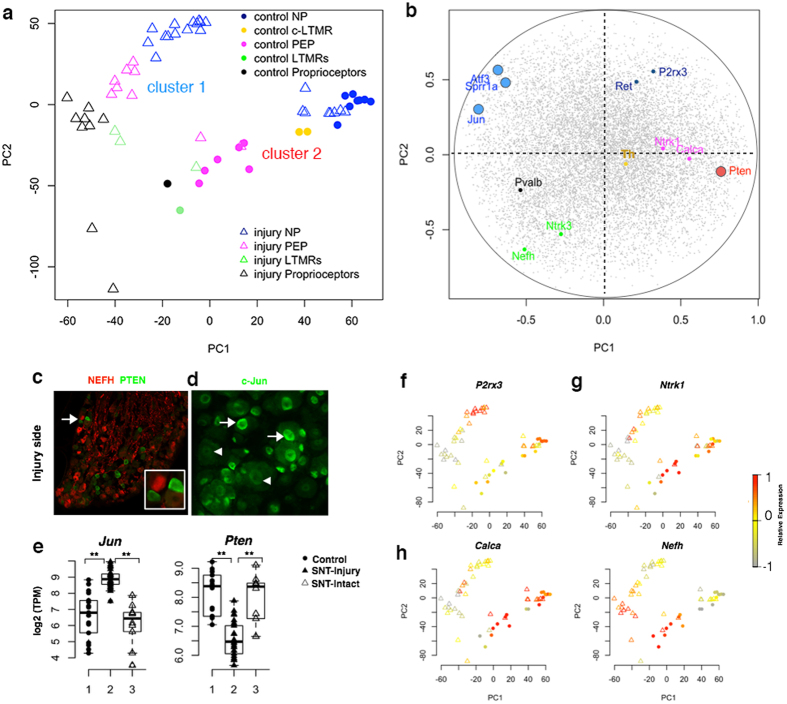
Single-cell RNA-seq analysis of sensory neurons with differential injury response after sciatic nerve transection. (**a**) Unbiased PCA analysis of mRNA transcriptome in individual sensory neurons via single-cell RNA-seq analysis. Individual DRG neurons were annotated according to their different expression patterns of marker genes in Fig. 1f,i and Supplementary Fig. 4b–e. NP, nonpeptidergic nociceptors; PEP, peptidergic nociceptors; and LM, large myelinated sensory neurons. (**b**) Genes characterized in each cluster and DRG subtype based on their correlation with PC1 and PC2 (Each gray point refers to a gene. Known regeneration/inhibitory associated genes in cluster 1 and 2 are highlighted in blue and red circle respectively. Known neuronal subtype markers are highlighted in color point.). (**c**) Immunofluorescence confirming intact cells of SNT-side L5 DRG with positive PTEN expression. (**d**) Immunofluorescence showed normal nuclei (arrow head) in intact c-Jun^−^ neurons compared to peripherally migrated nuclei (arrow) in injured c-Jun^+^ neurons in SNT-side L5 DRG. (**e**) Representative gene expression in control, SNT-injury and SNT-intact DRG neurons. **P < 0.01, one-way ANOVA. (**f–i**) Relative expression level of DRG neuron type-specific marker was mapped back to each sample. Color key represents normalized gene expression with the highest expression marked red and the lowest marked gray.

**Figure 2:**
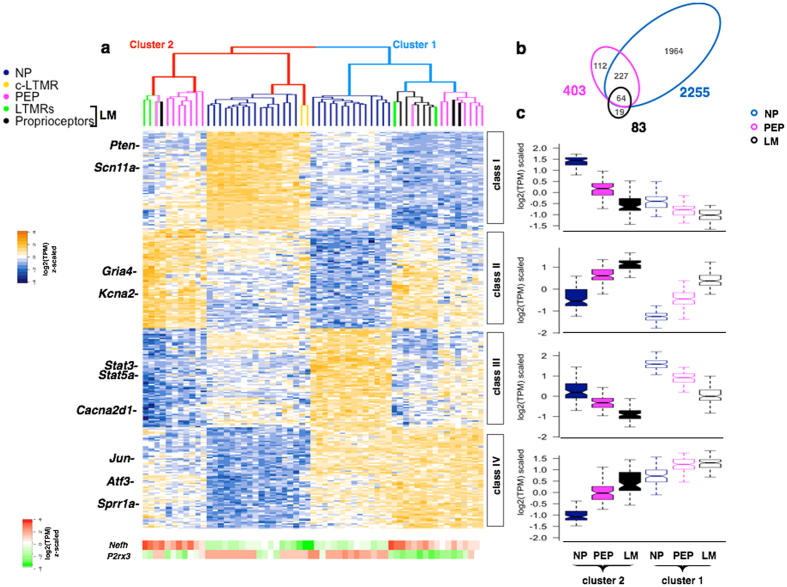
Heterogeneous responses of DRG subtypes after nerve injury. (**a**) Hierarchical clustering of genes with the highest loadings in the first and second principal components. Bottom: Scaled expression level of *Nefh* and *P2rx3* in each single-cell sample. (**b**) Venn diagram showing numbers of overlapped differentially regulated genes in three types of DRG neurons after injury. (**c**) Boxplot showing expression patterns of genes in class I–IV of cluster 1 and cluster 2 neurons for each subtype.

**Figure 3:**
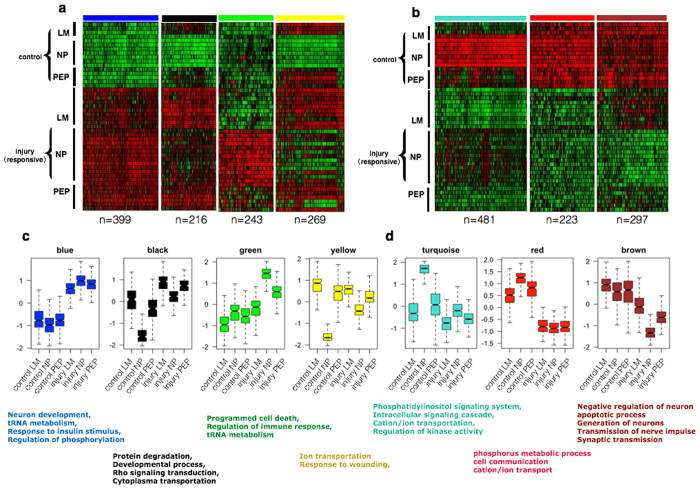
Gene correlation networks reveal differential regulation patterns of injury induced genes. (**a,b**) Heatmap showing relative expression of genes in seven gene modules identified by WGCNA of transcriptomes in control and injury-responsive neurons. (**c,d**) Boxplots showing expression patterns (scaled log_2_TPM) of injury induced genes in each WGCNA module. Representative GO terms of each significantly-regulated module are listed.

**Figure 4:**
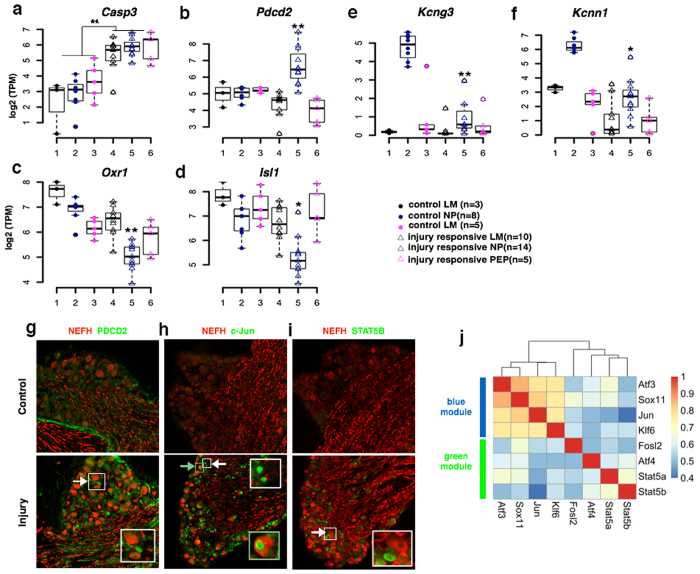
Correlation of transcriptional gene regulation with axotomy-induced cell death and neuropathic pain. (**a-d**) Boxplots showing the distribution of neuronal death/survival related gene expression of different DRG subtypes. *P < 0.05, **P < 0.01, unpaired t-test. (**e,f**) Boxplots showing the distribution of the gene expression of potassium channels in turquoise module among different DRG subtypes. (**g**) Immunofluorescence confirmed upregulation of apoptosis related PDCD2 in NEFH^−^ injured DRG neurons. PDCD2^high^/NEFH^−^ and PDCD2^low^/NEFH^+^ neurons (white arrow and white inset). (**h–i)** Immunofluorescence confirmed differential regulation of TFs in control and injured DRG neurons. NEFH^+^/c-Jun^high^ neuron (green arrow and green inset), NEFH^−^/c-Jun^high^ neuron (white arrow and white inset), NEFH^−^/STAT5b^high^ neuron (white arrow and white inset). (**j**) Correlation heatmap showing expression patterns of TFs in single DRG neurons.

**Figure 5:**
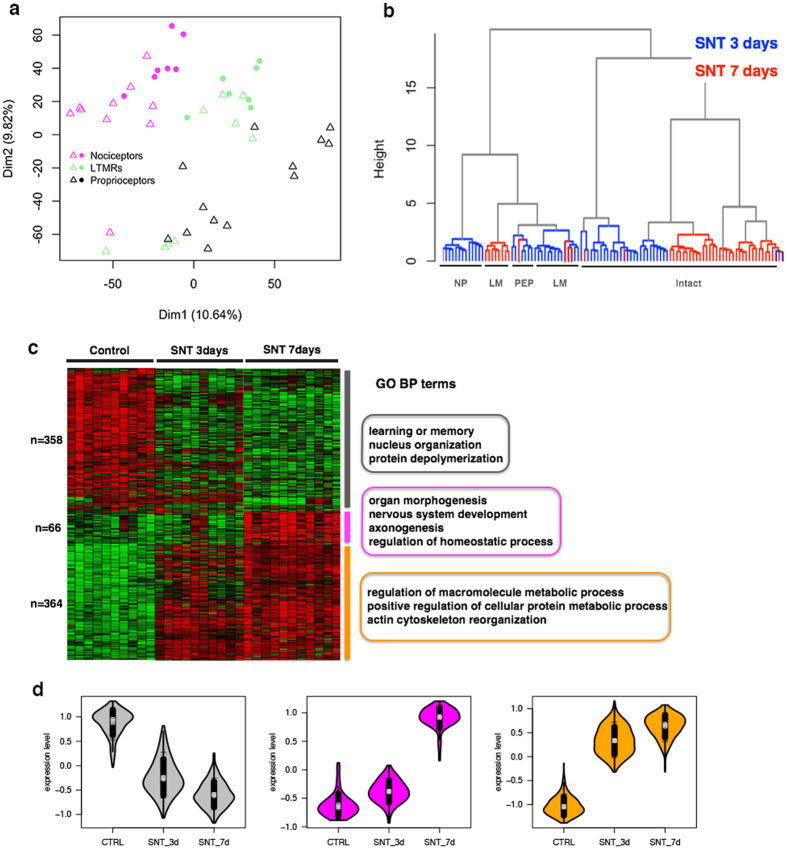
Conserved injury responses in LM-subtype neurons at different time points of SNT. (**a**) PCA analysis of mRNA transcriptome in LM neuron subtypes at 7 days after SNT respectively. Triangles represent DRG neurons collected on the SNT side, points represent DRG neurons on the control side. Individual DRG neurons were annotated according to their different expression patterns of marker genes as shown in Supplementary Fig. S6. (**b**) Hierarchical clustering of transcriptome profiles revealed closer cell-cell distance between day-3 and day-7 after SNT in LM neurons compared to other neuronal subtypes. (**c**) Heatmap showing relative expression of differentially expressed genes which are divided into 3 representative modules by WGCNA. Gene ontology (BP) analysis of each individual module is shown on the right. (**d**) Violin plot showing dynamic gene expression of gray, magenta and orange modules at different time points after SNT.

# Supplementary material for: Single-cell RNA-seq reveals distinct injury responses in different types of DRG sensory neurons
**Source:** Sci Rep. 2016 Aug 25;6:31851. doi: 10.1038/srep31851
**Supplement:** Supplementary Information

**Supplementary information to:**

Single-cell RNA-seq reveals distinct injury responses in different types of DRG sensory neurons

Ganlu Hu1,2,3, Kevin Huang2, Youjin Hu2,3, Guizhen Du2, Zhigang Xue3, Xianmin Zhu1,4*, Guoping Fan1, 2, 5*

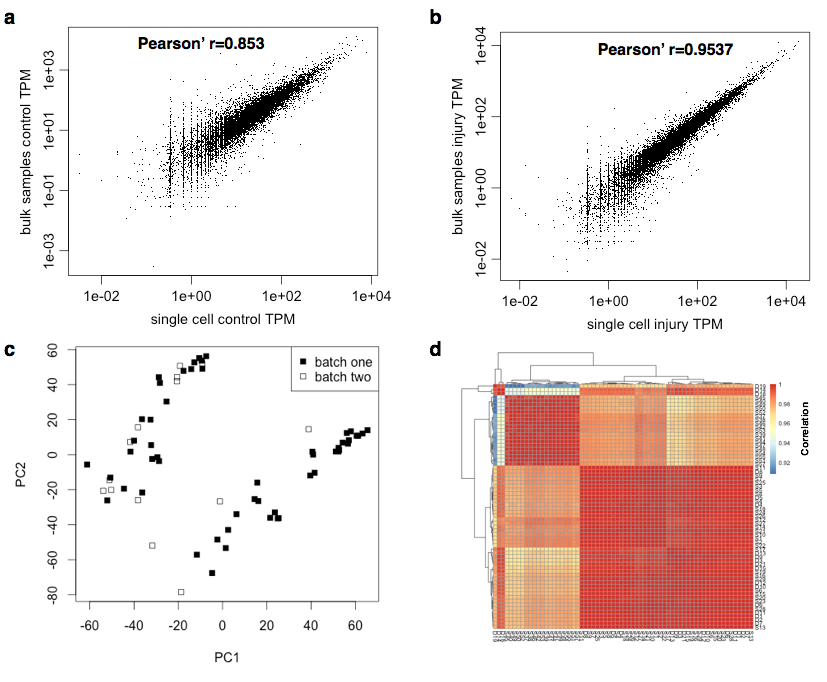

**Figure S1:** **Assessment of technical and biological variation, batch effect and reproducibility of scRNA-seq**

(**a-b**) The correlation of the transcript levels of all genes in the single cells with those in the pooled DRG samples (Pearson correlation coefficients r are given);

(**c**) PCA analysis of single-cell DRG samples from two batches of the experiments;

(**d**) The correlation of transcript levels (TPM) of 92 ERCC RNA spike-ins in each single-cell DRG sample.

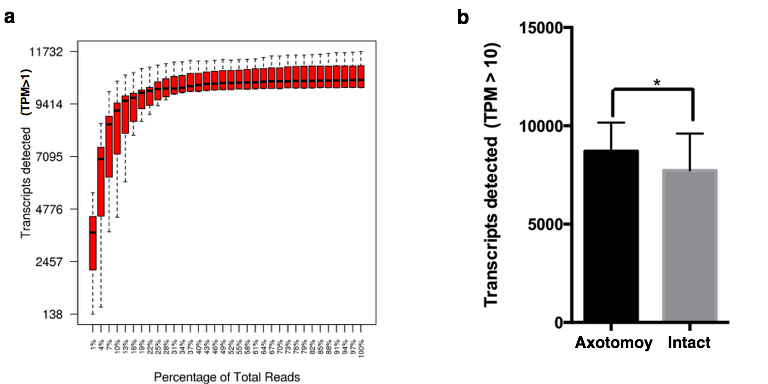

**Figure S2:** **Transcript number detection in scRNA-seq samples.**

**(a)** Saturation analysis revealed that the sequencing depth is enough for the detection of most genes expressed in single cells.

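At day 3, genes with at least 1 count numbered 12665 ± 696 in the 41 kept SNT-side cells and 12004 ± 555 in the 18 kept control-side cells (SD over cells). The SNT-side cells had more counts. With every cell thinned to 200000 counts, the numbers were 10446 ± 325 and 10412 ± 493.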

(**b**) Bar plot compared the transcript numbers detected in between SNT treated single DRG neuron and intact single DRG neuron. Mean ± s.e.m. *P < 0.05. unequal variances t-test.

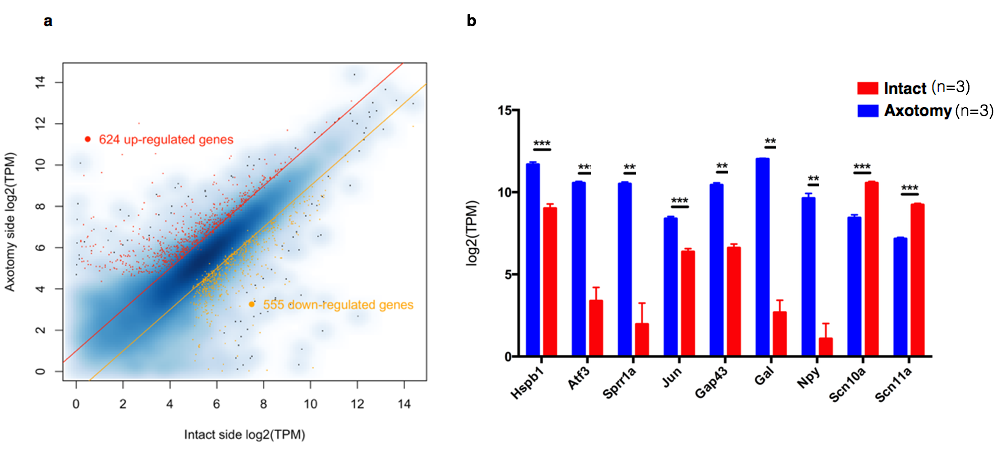

**Figure S3: Identification of the genes induced by SNT using bulk samples.**

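The genes with the largest changes in pooled neurons were picked by fitted size, among changed genes with every library of one side above every library of the other and a mean of at least 10 CPM on the higher side. By fitted value the rises picked were those of Akap2, Nts, Slc6a4, Gal and Lipn. Akap2, Slc6a4 and Lipn had no counts in the 3 control-side libraries together, so with 3 counts over the group as the limit they were at least 78.6-fold, 51.2-fold and 35.8-fold higher on the SNT side. Their fitted values depend on the prior count, and these limits, log2 changes of 6.296, 5.68 and 5.16, lie below the rises of Npy, Sprr1a and Atf3. Akap2 shares exons on its own strand with Pakap, which the tables list as well, so its value is uncertain. Nts rose by a log2 change of 9.52. The falls picked were those of Mrgprd (-9.91), Gm765 (-8.19), Lpar3 (-8.07), Penk and Klk8. Few SNT-side counts make the sizes uncertain. Leaving out 1 library gave -11.2 to -9.20 for Mrgprd, -10.3 to -7.64 for Gm765 and -8.37 to -7.70 for Lpar3. Penk and Klk8 had no counts in the SNT-side libraries and were at least 46.1-fold and 43.0-fold lower there. These 2 limits lie below the fall of Tac1 (-6.83, or -8.20 to -6.34 with 1 library left out). These limits cover counting error only. Gm765, Penk and Klk8 overlap antisense genes, and the counting is not stated to use strand.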

**(a)** Gene expression analysis of bulk L5 DRG neurons in response to SNT along with their contralateral control side. The significant up-regulated genes are marked red, and the downregulated genes are marked blue. (Fold change of average expression level >2, FDR adjusted P <0.05)

(**b**) Comparison of representative differentially regulated genes between the injury and control neurons. Mean ± s.e.m. **P < 0.01, ***P < 0.001, unpaired t-test.

**
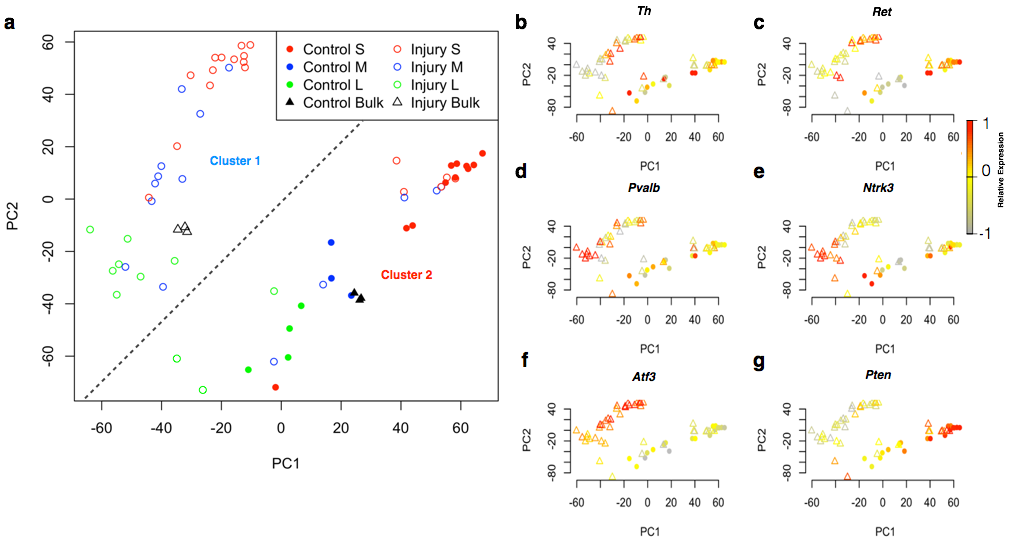
**

**Figure S4: PCA analysis of single sensory neuron subtypes with differential injury responses after SNT**.

**(a)** Unbiased PCA analysis of mRNA transcriptome in individual sensory neurons. Different cell-body diameters of both control and injured DRG neurons were mapped back to each sample.

(**b-g**) Relative expression levels of DRG neuron type-specific markers and RAGs were mapped back to each sample. Color key represents normalized gene expression with the highest expression marked red and the lowest marked gray.

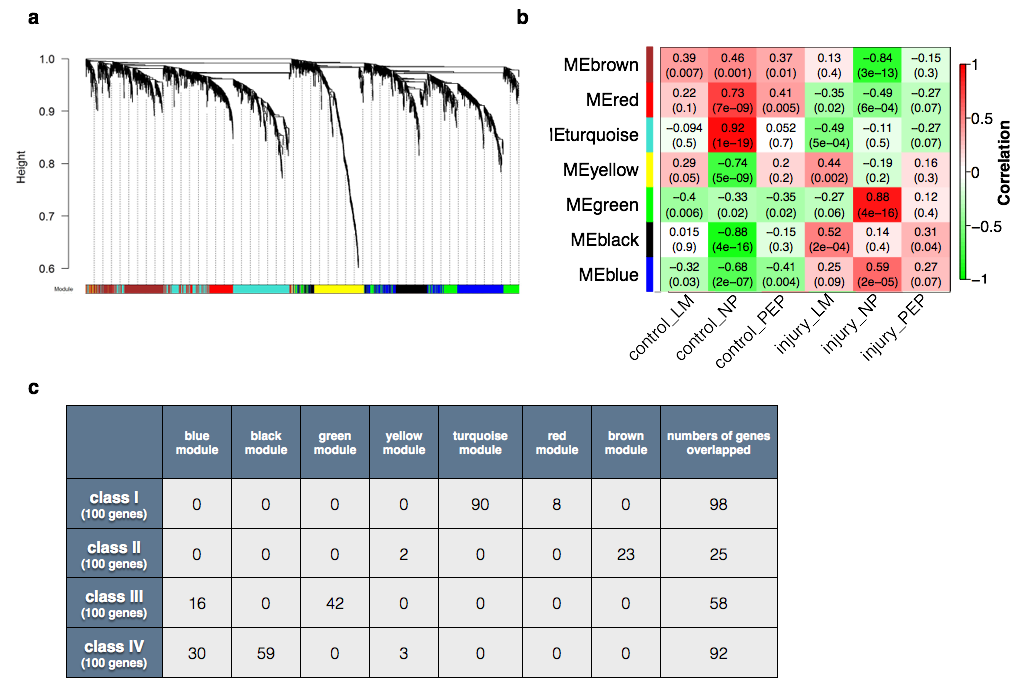
**Figure S5: Network analysis of co-expressed gene regulation in three subtypes of sensory neurons in response to SNT injury.**

**(a)** Hierarchical cluster tree showing co-expressed gene modules identified by WGCNA, modules correspond to each branches are labeled by colors.

**(b)** Heatmap showing the significance of each gene module regulated in six DRG subtypes. Each cell contains Pearson correlations of gene expression profile from each subtype with each module’s ME (the first principal component) and their corresponding P values.

**(c)** Table showing the numbers of class I-IV genes overlapped with genes from 7 WGCNA modules.

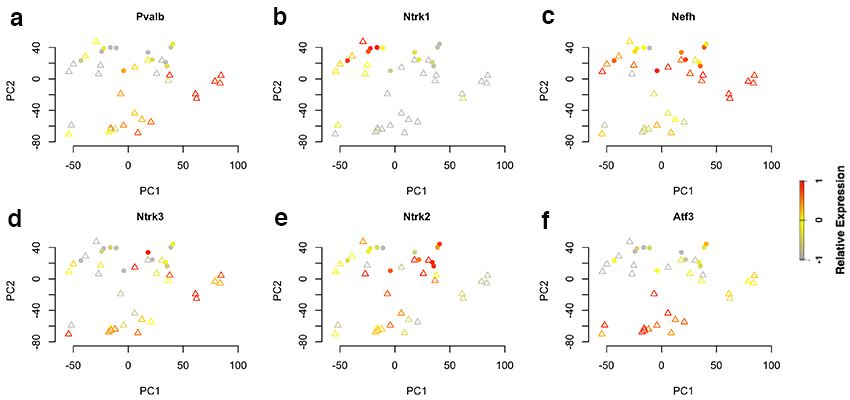

**Figure S6 Single-cell transcriptome analysis of sensory neuron subtypes at 7 days after SNT.**

**(a-f)** Unbiased PCA analysis of mRNA transcriptome in individual sensory neurons, with relative expression level of DRG neuron type-specific marker mapped back to each sample. Color key represents normalized gene expression with the highest expression marked red and the lowest marked gray.

**Supplementary table S6. Known RAGs in blue, black, green and yellow modules.**

——————————————————————————————————————

Gene Symbol Module Citation Gene Function

(relate to injury responses)

——————————————————————————————————————

*Atf3* blue 1,2 promote nerve regeneration

*Itga7* blue 3 promote neurite outgrowth

*Stmn4* blue 4 promote microtubule assemble

*Flrt3* blue 5 promotes neurite outgrowth

*Tubb6* blue 6 microtubule assemble

*Hn1* blue 7 nerve regeneration

*Bach1* blue 8 axon growth inhibitor

*Cttn* blue 9 promotes neurite outgrowth

*Sema6a* blue 10 axon growth inhibitor

*Sprr1a* blue 11promotes neurite outgrowth

*Sox11* blue 12 accelerate in vivo nerve regeneration

*Camk1*  blue 13 promote peripheral nerve regeneration

*Gadd45a* blue 14 anti-apoptosis

*Cdkn1a* blue 15 enhance axonal regeneration

*Itgb1* blue 16 promote microtubule assemble

*Myo10* blue 17 induce filopodia formation

*Smad1* blue 18 promote neurite outgrowth

*Rgs12* blue 19 required for neurite outgrowth in PC12 cells

*Fgf3* blue 20 induce neuron apoptosis

*Klf6* blue21promote neurite outgrowth

*Tuba1c* blue 22promote axonal regeneration

*Nfil3* blue 23 axon growth inhibitor

*Jun* blue24promote axonal regeneration

*Ndel1* blue 25 promote axonal regeneration

*Hdac6*  blue 26 axon growth inhibitor

*Rtn4* blue 27 axon growth inhibitor

*Gal* blue 28 promote axonal regeneration

*Gadd45b* blue 29 promote axonal regeneration

*Ptpn1*  blue 30 promote neurite outgrowth

*Serpinf1* blue 31 neuron-protection effect

*Hdac3*  black  32 induce neuron apoptosis

*Lancl1* black 33 anti-apoptosis

*Gap43*  black 34 promote microtubule assemble

*Hspb1* black  35 anti-apoptosis

*Csrp1*  black  36 promote axonal regeneration

*Adcyap1* black 37  promote axonal regeneration

*Arc* black 30 Stimulates extension in neuroblastoma

*Cfl* black 38 promote neurite outgrowth

*Rora* black 39 anti-apoptosis

*Ncs1*  black 40 promote axonal regeneration

*Skil* green 41 promote axonal regeneration

*Rara* yellow 42 promote axonal regeneration

*Cntf* yellow 43 promote axonal regeneration

——————————————————————————————————————

# Reference

1. Reid, A.J., Welin, D., Wiberg, M., Terenghi, G. & Novikov, L.N. Peripherin and ATF3 genes are differentially regulated in regenerating and non-regenerating primary sensory neurons. Brain research 1310, 1-7 (2010).

2. Seijffers, R., Mills, C.D. & Woolf, C.J. ATF3 increases the intrinsic growth state of DRG neurons to enhance peripheral nerve regeneration. The Journal of neuroscience : the official journal of the Society for Neuroscience 27, 7911-7920 (2007).

3. Werner, A. et al. Impaired axonal regeneration in alpha7 integrin-deficient mice. The Journal of neuroscience : the official journal of the Society for Neuroscience 20, 1822-1830 (2000).

4. Iwata, T. et al. Increased expression of mRNAs for microtubule disassembly molecules during nerve regeneration. Brain research. Molecular brain research 102, 105-109 (2002).

5. Tsuji, L. et al. FLRT3, a cell surface molecule containing LRR repeats and a FNIII domain, promotes neurite outgrowth. Biochemical and biophysical research communications 313, 1086-1091 (2004).

6. Reddien, P.W., Bermange, A.L., Murfitt, K.J., Jennings, J.R. & Sanchez Alvarado, A. Identification of genes needed for regeneration, stem cell function, and tissue homeostasis by systematic gene perturbation in planaria. Developmental cell 8, 635-649 (2005).

7. Zujovic, V. et al. The facial motor nucleus transcriptional program in response to peripheral nerve injury identifies Hn1 as a regeneration-associated gene. Journal of neuroscience research 82, 581-591 (2005).

8. Kanno, H. et al. Genetic ablation of transcription repressor Bach1 reduces neural tissue damage and improves locomotor function after spinal cord injury in mice. Journal of neurotrauma 26, 31-39 (2009).

9. Spillane, M. et al. Nerve growth factor-induced formation of axonal filopodia and collateral branches involves the intra-axonal synthesis of regulators of the actin-nucleating Arp2/3 complex. The Journal of neuroscience : the official journal of the Society for Neuroscience 32, 17671-17689 (2012).

10. Shim, S.O. et al. PlexinA2 limits recovery from corticospinal axotomy by mediating oligodendrocyte-derived Sema6A growth inhibition. Molecular and cellular neurosciences 50, 193-200 (2012).

11. Bonilla, I.E., Tanabe, K. & Strittmatter, S.M. Small proline-rich repeat protein 1A is expressed by axotomized neurons and promotes axonal outgrowth. The Journal of neuroscience : the official journal of the Society for Neuroscience 22, 1303-1315 (2002).

12. Jing, X., Wang, T., Huang, S., Glorioso, J.C. & Albers, K.M. The transcription factor Sox11 promotes nerve regeneration through activation of the regeneration-associated gene Sprr1a. Experimental neurology 233, 221-232 (2012).

13. Elziere, L. et al. CaMKK-CaMK1a, a new post-traumatic signalling pathway induced in mouse somatosensory neurons. PloS one 9, e97736 (2014).

14. Lin, C.R. et al. GADD45A protects against cell death in dorsal root ganglion neurons following peripheral nerve injury. Journal of neuroscience research 89, 689-699 (2011).

15. Tanaka, H. et al. Cytoplasmic p21(Cip1/WAF1) enhances axonal regeneration and functional recovery after spinal cord injury in rats. Neuroscience 127, 155-164 (2004).

16. Lei, W.L. et al. Laminin/beta1 integrin signal triggers axon formation by promoting microtubule assembly and stabilization. Cell research 22, 954-972 (2012).

17. Bennett, R.D., Mauer, A.S. & Strehler, E.E. Calmodulin-like protein increases filopodia-dependent cell motility via up-regulation of myosin-10. The Journal of biological chemistry 282, 3205-3212 (2007).

18. Zou, H., Ho, C., Wong, K. & Tessier-Lavigne, M. Axotomy-induced Smad1 activation promotes axonal growth in adult sensory neurons. The Journal of neuroscience : the official journal of the Society for Neuroscience 29, 7116-7123 (2009).

19. Willard, M.D. et al. Selective role for RGS12 as a Ras/Raf/MEK scaffold in nerve growth factor-mediated differentiation. The EMBO journal 26, 2029-2040 (2007).

20. Jungnickel, J., Gransalke, K., Timmer, M. & Grothe, C. Fibroblast growth factor receptor 3 signaling regulates injury-related effects in the peripheral nervous system. Molecular and cellular neurosciences 25, 21-29 (2004).

21. Veldman, M.B., Bemben, M.A., Thompson, R.C. & Goldman, D. Gene expression analysis of zebrafish retinal ganglion cells during optic nerve regeneration identifies KLF6a and KLF7a as important regulators of axon regeneration. Developmental biology 312, 596-612 (2007).

22. Veldman, M.B., Bemben, M.A. & Goldman, D. Tuba1a gene expression is regulated by KLF6/7 and is necessary for CNS development and regeneration in zebrafish. Molecular and cellular neurosciences 43, 370-383 (2010).

23. MacGillavry, H.D. et al. NFIL3 and cAMP response element-binding protein form a transcriptional feedforward loop that controls neuronal regeneration-associated gene expression. The Journal of neuroscience : the official journal of the Society for Neuroscience 29, 15542-15550 (2009).

24. Besirli, C.G. & Johnson, E.M., Jr. JNK-independent activation of c-Jun during neuronal apoptosis induced by multiple DNA-damaging agents. The Journal of biological chemistry 278, 22357-22366 (2003).

25. Toth, C. et al. Ndel1 promotes axon regeneration via intermediate filaments. PloS one 3, e2014 (2008).

26. Rivieccio, M.A. et al. HDAC6 is a target for protection and regeneration following injury in the nervous system. Proceedings of the National Academy of Sciences of the United States of America 106, 19599-19604 (2009).

27. Watari, A. & Yutsudo, M. Multi-functional gene ASY/Nogo/RTN-X/RTN4: apoptosis, tumor suppression, and inhibition of neuronal regeneration. Apoptosis : an international journal on programmed cell death 8, 5-9 (2003).

28. Horie, H. et al. Oxidized galectin-1 stimulates macrophages to promote axonal regeneration in peripheral nerves after axotomy. The Journal of neuroscience : the official journal of the Society for Neuroscience 24, 1873-1880 (2004).

29. Liu, B. et al. Gadd45b Mediates Axonal Plasticity and Subsequent Functional Recovery After Experimental Stroke in Rats. Molecular neurobiology 52, 1245-1256 (2015).

30. Donai, H. et al. Interaction of Arc with CaM kinase II and stimulation of neurite extension by Arc in neuroblastoma cells expressing CaM kinase II. Neuroscience research 47, 399-408 (2003).

31. Tombran-Tink, J., Chader, G.G. & Johnson, L.V. PEDF: a pigment epithelium-derived factor with potent neuronal differentiative activity. Experimental eye research 53, 411-414 (1991).

32. Schmitt, H.M., Pelzel, H.R., Schlamp, C.L. & Nickells, R.W. Histone deacetylase 3 (HDAC3) plays an important role in retinal ganglion cell death after acute optic nerve injury. Molecular neurodegeneration 9, 39 (2014).

33. Huang, C. et al. Developmental and activity-dependent expression of LanCL1 confers antioxidant activity required for neuronal survival. Developmental cell 30, 479-487 (2014).

34. Schreyer, D.J. & Skene, J.H. Fate of GAP-43 in ascending spinal axons of DRG neurons after peripheral nerve injury: delayed accumulation and correlation with regenerative potential. The Journal of neuroscience : the official journal of the Society for Neuroscience 11, 3738-3751 (1991).

35. Ma, C.H. et al. Accelerating axonal growth promotes motor recovery after peripheral nerve injury in mice. The Journal of clinical investigation 121, 4332-4347 (2011).

36. Ma, L., Yu, Y.M., Guo, Y., Hart, R.P. & Schachner, M. Cysteine- and glycine-rich protein 1a is involved in spinal cord regeneration in adult zebrafish. The European journal of neuroscience 35, 353-365 (2012).

37. Armstrong, B.D. et al. Impaired nerve regeneration and enhanced neuroinflammatory response in mice lacking pituitary adenylyl cyclase activating peptide. Neuroscience 151, 63-73 (2008).

38. Meberg, P.J., Ono, S., Minamide, L.S., Takahashi, M. & Bamburg, J.R. Actin depolymerizing factor and cofilin phosphorylation dynamics: response to signals that regulate neurite extension. Cell motility and the cytoskeleton 39, 172-190 (1998).

39. Boukhtouche, F. et al. Human retinoic acid receptor-related orphan receptor alpha1 overexpression protects neurones against oxidative stress-induced apoptosis. Journal of neurochemistry 96, 1778-1789 (2006).

40. Yip, P.K., Wong, L.F., Sears, T.A., Yanez-Munoz, R.J. & McMahon, S.B. Cortical overexpression of neuronal calcium sensor-1 induces functional plasticity in spinal cord following unilateral pyramidal tract injury in rat. PLoS biology 8, e1000399 (2010).

41. Do, J.L., Bonni, A. & Tuszynski, M.H. SnoN facilitates axonal regeneration after spinal cord injury. PloS one 8, e71906 (2013).

42. Wong, L.F. et al. Retinoic acid receptor beta2 promotes functional regeneration of sensory axons in the spinal cord. Nature neuroscience 9, 243-250 (2006).

43. Wu, D. et al. Actions of neuropoietic cytokines and cyclic AMP in regenerative conditioning of rat primary sensory neurons. Experimental neurology 204, 66-76 (2007).

How the deposited data were processed for this re-analysis (not part of the article)

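The data are the expression tables that the authors deposited for 117 single DRG neurons and 6 libraries of pooled DRG neurons, with 24134 genes. At day 3 there were 48 SNT-side and 22 control-side cells and 3 pooled libraries per side, all with reads of 50 bp. At day 7 there were 33 SNT-side and 14 control-side cells with reads of 75 bp. Side and day of each cell were taken from the sample titles, which match the column names. The protocol label of the 47 cells from C57BL/6 mice names both 3 and 7 days, and they were placed at day 7 by their titles and the paper. For the pooled libraries the column names and the sample identifiers pair the sides in opposite ways, the source label describes all 6 as intact, and the names were used.

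The authors aligned reads with bowtie2, estimated expression with RSEM on RefSeq exons and removed ribosomal RNA, and deposited tables that are named TPM. The deposited values are expected counts, since library totals range from 223967 to 2003817 and 60.7% to 93.6% of the values above 0 in a library are exact whole numbers. The design set before the data were examined named TPM and limma for pooled libraries. Because the tables hold expected counts without gene lengths, counts scaled to a total of 1e6 per library (CPM) were used in place of TPM, and edgeR's quasi-likelihood test was used in place of limma, as the design foresaw for counts. The 2 tables, with and without the outliers, hold equal values in the same order of genes, and the symbols of the second were used for the 27 genes whose symbols differ. Every column of values was used.

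Pooled libraries were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Counts were rounded, genes with a mean under 1 CPM were left out, TMM factors were applied, also to the mean CPM given for single genes, and the prior count was 0.125. A gene was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and a log2 change beyond 1 in either direction. DESeq2 1.42.0 was an alternative chosen after the data were seen. The authors used DEseq for the pooled libraries, SCDE within subtypes and WGCNA for modules.

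Single cells were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. The labels name no animal, so all cells of 1 side and day are 1 sample. Means with the SD over cells, log2 ratios of mean CPM + 1, and numbers of cells are given without a test. Shares of cells have exact binomial (Clopper-Pearson) 95% intervals, and folds against 0 counts use 3 counts over the group as a limit. Both cover counting error only, and libraries without molecular identifiers count amplified copies, so the true uncertainty is larger. For clustering, genes above 10 CPM in at least 5 libraries were quantile-normalized as log2(CPM + 1), the genes of Tables S1, S2 and S4 were left out, and Ward's method was applied to 10 principal components of the 1000 most variable of the rest. Of 3 to 8 clusters the number with the highest mean silhouette was taken. Clusters were named by 4 marker lists set before the data were examined, for NP, PEP, LM and C-LTMR neurons. The rule that names a cluster was set after the clusters were seen. Further lists held 10 glial, 8 immune, 5 erythrocyte, 6 early-response and 4 Y-linked genes, and Xist. Gene lists of the supplementary tables were followed by the median log2 ratio of their genes, with 10000 random lists matched on mean expression in 20 bins. Doublets were not searched for, since cells were picked singly.

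Genes named in the text are those that the paper names for these data and the genes of the marker lists, some of which are not reported here. For pooled libraries they are also the 5 largest rises and 5 largest falls among changed genes with every library of one side above every library of the other and at least 10 CPM on the higher side. For cells by side the 5 largest rises and falls among genes with at least 10 CPM on the higher side were added. Over day-3 cells these were Gal, Npy, Sprr1a, Ecel1 (7.23) and Anxa1 (7.20), which rose, and Th, Comp (-5.05), Cd34 (-5.05), P2ry1 (-4.35) and Chrnb3 (-4.28), which fell. Cd34 and P2ry1 overlap antisense genes. Names outside this rule, those of the neutrophil transcripts, Lars2, Snap25 and Tubb3, were chosen after their values were seen.

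Depth limits what can be seen. Kept cells held at least 261351 counts (median 853833), and day-3 SNT-side cells were deeper than control-side cells, so numbers of detected genes were compared after thinning to 200000 counts per cell. The smallest pooled library held 563462 counts, and all 6 were also thinned to 563419 counts as an alternative. Alternatives for pooled libraries were the prior count, the limit on low values, quantile normalization with limma, limma with trend, a block for the library number and each library left out. Those added after the data were seen were DESeq2, limma on log2(CPM + 1), RLE size factors, library size alone and thinning. Alternatives for cells were medians, quantile normalization, limits on low values, inclusion of the outliers, other numbers of variable genes, clustering on markers or on the genes of Table S2, and other correlation measures.

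The pooled test was tested on simulated counts for 12884 genes with a dispersion of 0.1, where 200 genes were changed 4-fold. It recovered 162 of them (81.0%) with 6 false calls. The clustering was tested on 59 simulated cells of 4 classes with 50 marker genes each, changed 8-fold, over 11085 genes, and it found 4 clusters with an adjusted Rand index of 1. The random lists were tested on 100 unchanged lists of 200 genes out of 12000, of which 9 fell outside the 5th to 95th percentile.

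The 11 outlier cells of the paper were left out of comparisons by side unless stated. Spike-in reads, soma sizes, images and the 2 batches of Supplementary Fig. S1c were not used here. The supplementary list of NP genes in Table S3 was used as its first 1998 genes. Gene ontology terms were not analysed here. Gene coordinates are from GENCODE M21 on GRCm38 and were not used in any calculation.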

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

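The tests of the Y-linked counts at day 3, of library size and of the share taken by single genes in the outlier cells and of haemoglobin were chosen after the results were seen, and the other tests were set before.

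Y-linked genes were expressed in all 76 libraries of day 3, cells and pools, although the paper describes the day-3 mice as female. The paper does not report these genes. The sum of Ddx3y, Uty, Kdm5d and Eif2s3y was between 39.6 and 213 CPM, with the lowest library at 39.6 CPM. In day-7 cells labelled male the range was 51.4 to 101 CPM. Xist stayed at or below 7.73 CPM in the day-3 libraries, whereas 22 day-7 cells labelled female held 51.7 to 488 CPM of Xist and at most 0.993 CPM of the Y-linked genes. Xist overlaps the antisense gene Tsix. Reads shared with the X-linked copies of these genes would leave Xist as high as in female cells, which the highest value of 7.73 CPM argues against. A strain variant that hides Xist from the reference would not give counts on Y-linked genes, and the lowest sum of 39.6 CPM argues against it as the whole explanation. Male mice at day 3 would give Y-linked counts with low Xist in every library, and 76 of 76 libraries had more than 10 CPM of the first and less than 10 CPM of the second. Male mice are thus a candidate explanation, and no other difference between the mice was tested.

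A control-side day-7 cell labelled female had 83.3 CPM of the 4 Y-linked genes and no Xist counts, which sets it apart from the other 22 cells with that label. A wrong label in this cell alone is a candidate explanation, since its 83.3 CPM lie within the range of cells labelled male. How such a label would have come about was not tested. No biological explanation was tested. Leaving the cell out changed no direction among the 13 day-7 results.

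The 11 day-3 cells that the paper removed as outliers carry transcripts of glia that the paper does not discuss. The sum of the 10 glial markers was at least 44332 CPM in each of them (median 71238), against at most 14685 CPM in the 59 kept cells. Apoe alone was at 30201 to 82496 CPM. Among neuronal genes, Snap25 was at 6.06 to 488 CPM against 157 to 4227 CPM in kept cells, and Tubb3 at 82.4 to 1810 CPM against 1610 to 11346 CPM. A lower library size was argued against by 7 kept cells with no more counts than the deepest outlier (666521), in which the glial markers summed to at most 14685 CPM. A few abundant genes were weighed too, since Lars2 took up to 35.2% of the counts of 1 outlier. Without Apoe and the 10 most abundant genes of each cell, the other glial markers still lay above every kept cell in 11 of 11 outliers, so abundant genes are not the whole explanation. Glial cells attached to the neurons or picked in their place remain a candidate explanation, from the lowest sum of 44332 CPM. The pooled neurons held 6306 to 15549 CPM of the same markers, so the studied tissue expresses them as well.

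In 1 SNT-side day-3 cell, S100a8 was at 1710 CPM, S100a9 at 1297 CPM and Retnlg at 1029 CPM, 4036 CPM in sum, while the highest other kept day-3 cell had 17.0 CPM of S100a8. The cell belongs to the NP-like cluster of 12 SNT-side cells. These genes are typical of neutrophils and were picked after their values were seen. RNA from blood was argued against, since the 5 erythrocyte markers summed to 3.259 CPM in this cell. RNA of immune cells in the dissociated ganglion is a candidate explanation. The 8 immune markers summed to 340 CPM in this cell, and Ptprc (28.7 CPM), Tyrobp (41.7 CPM) and Lyz2 (262 CPM) were highest in it, although Cd68, C1qa and C1qb had no counts there. An injury response in the neuron itself was not tested.

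In 1 SNT-side day-7 cell the 5 erythrocyte markers summed to 3001 CPM, with Hba-a1 at 2450 CPM, Hbb-bt at 332 CPM and Hba-a2 at 219 CPM, against at most 33.1 CPM in control-side cells. Haemoglobin genes have near-identical copies, so the split between them is uncertain. This cell was the highest of 47 cells in 3 of the 5 markers, and Alas2 had no counts in it. Hbb-bs had no counts in any of the 47 cells, so it tells nothing about this cell. Hbb-b1 and Hbb-b2, among the leading genes of a PEP-like day-7 cluster, were not in the marker list. RNA from blood is a candidate explanation on the 3 markers highest in this cell, and no biological explanation was tested.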

How the results depend on the processing

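Alternatives added after the data were seen were DESeq2, limma on log2(CPM + 1), RLE size factors, library size alone and thinning for pooled libraries, counts in place of CPM for genes per cell, the linear scale with all cells, classes from 2000 variable genes, control-side cells alone, the genes of the day-3 modules as background, and the day-7 cell with Y-linked counts left out. The others, the marker lists and the main settings were chosen before the data were examined. Over 239 results and 1569 alternatives, 1454 values kept their direction and either their side of the threshold or their size within the spread. The others were 57 that moved further than the spread, 35 that changed sign, 9 that lost the threshold and 14 that gained it.

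In pooled neurons the numbers of changed genes stayed within 1.5 times the main number under all 18 alternatives, from 1649 with a mean of at least 10 CPM to 2244 with library size alone. Leaving out 1 library gave 1879 (without SNT library 1) to 2150 (without control library 2). In these fits a side with 2 libraries is assumed to vary like the other. The 11 named RAGs and sodium channels passed under each of them. Without a limit on low values the median log2 change of all genes shifted to 0.10, and with library size alone to -0.14. The library numbers 1 to 3 are shared by both sides, but same-numbered libraries deviated together with correlations of only 0.129, 0.00717 and -0.0260 across 9177 genes, so the numbers do not pair the libraries. The fit with a replicate block gave 2009 genes, 1971 of them shared with the main 2157.

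Among single genes in pooled neurons, Pdcd2 ran from -0.23 (without control library 3) to 0.14 (without control library 2) around its value of -0.06, and was far from the threshold in each of these. Kcnn1, which overlaps an antisense gene, lost the threshold with a prior count of 5 (-0.95), quantile normalization (-1.43), limma on log2(CPM + 1) (-1.56), DESeq2 (-1.26) and thinning (-1.38), and without control library 1 (-1.27), control library 3 (-0.99), SNT library 1 (-0.94) or SNT library 2 (-0.89). Stat5b, just under the limit on size, gained the threshold in 8 alternatives, among them without control library 1 (1.22), control library 2 (1.10), SNT library 2 (1.11) and SNT library 3 (1.04). Bax gained it without control library 2 (1.33). Calca and Oxr1 gained it under other scalings.

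Genes per cell depended on the level, with 8391 above 10 CPM, 11733 above 1 CPM, 7801 with more than 10 counts, and 7558 with more than 10 counts over all cells. On the linear scale the correlation of cells with pooled libraries fell from 0.933 to 0.890 on the control side and rose from 0.954 to 0.968 on the SNT side, and with all cells on the linear scale it was 0.575 on the control side and 0.896 on the SNT side. With all day-3 cells, the share of SNT-side cells in the group with most control-side cells moved from 19.5% to 85.4%, and the other group then held 7 SNT-side and 4 control-side cells, the same numbers as the outliers.

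Class sizes depended on the genes used. NP-like cells at day 3 numbered 28, 18 with the genes of Table S2 and 16 with 2000 variable genes, since the cluster of 12 SNT-side cells named NP-like in the main setting then fell within a cluster of 14 without a name. PEP-like cells at day 3 numbered 9, and 16 with the markers alone. At day 7 NP-like cells numbered 1, and 0 with 500 or 2000 variable genes, and LM-like cells numbered 22, and 14 with the genes of Table S2.

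Results by class followed these memberships. The 8 SNT-side NP-like cells left with 2000 variable genes had at most 23.0 CPM of Atf3 and the 12 without a name at least 1696 CPM, so these alternatives show what NP-like cells without high Atf3 give. With 2000 variable genes the NP-like values changed for Jun from 1.91 to -0.46, Stat5a from 2.90 to -0.18, Isl1 from -0.47 to 0.40, Class I from -1.13 to -0.18, the turquoise, red and brown modules from -0.96, -0.89 and -0.79 to -0.25, -0.17 and -0.13, the gray module from -0.42 to 0.053, the magenta module from 0.28 to -0.19 and Class II from -0.27 to 0.15. The NP genes of Table S3 in the listed direction fell from 99.6% to 75.8%. With markers alone the PEP-like values changed for Atf3 from -1.42 to 6.68, Jun from -1.03 to 1.36, Sprr1a from -2.18 to 7.78, Sox11 from -1.83 to 3.75, Hspb1 from -1.23 to 1.14, Cacna2d1 from -0.15 to 2.27, Stat5a from -0.00 to 2.94, Pdcd2 from -0.53 to 0.33, Isl1 from 0.29 to -0.28 and Scn11a from 1.06 to -0.70. The modules changed from -0.12 to 1.36 for blue, -0.11 to 0.73 for black, -0.06 to 1.24 for green, -0.42 to 0.29 for magenta and -0.20 to 1.35 for orange, and Class IV from -0.13 to 1.25. The PEP genes of Table S3 in the listed direction rose from 47.4% to 99.8%. The 2 PEP-like SNT-side cells of the main clustering are within the 10 of the clustering on markers, so the direction of a PEP result rests on which cells carry the name. Leaving out 1 SNT-side PEP-like cell gave -1.41 to 1.05 for Isl1, -1.47 to 0.035 for Pdcd2 and -4.06 to 2.04 for Scn11a.

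With medians over cells, signs changed by side for P2rx3 from 0.15 to -2.18, Nefh from -0.38 to 0.65, Ntrk3 from -0.24 to 0.10 and Pdcd2 from 0.67 to -0.060. Within classes they changed for Gria4 in NP-like cells from 0.08 to -0.78 and Cacna2d1 in PEP-like cells from -0.15 to 0.29. With all cells Ntrk3 was at 0.017. With genes of at least 10 CPM the green module in PEP-like cells was at 0.060. The cause was not tested.

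Correlations between transcription factors in control-side cells alone were 0.223 within blue, 0.197 within green and 0.00738 between them, against 0.769, 0.629 and 0.531 in both sides together. In SNT-side cells alone they were 0.804 within blue and 0.691 within green, so the difference between the sides does not account for all of the correlation. SNT-side cells mix a low and a high range of Atf3, which can give a correlation within that side in the same way. A relation beyond that mixture was not tested. Within green the value was 0.651 with quantile-normalized values. With the genes of the 7 day-3 modules as background, the ratio of shared genes to chance fell from 13.6 to 3.4802 for orange with blue, from 6.56 to 1.67 for orange with black and from 8.20 to 3.007 for gray with red. The 3 similarities between days and the 13 day-7 results did not change direction or size beyond the spread. All day-7 cells were kept by the paper, so an alternative with outliers gave the same cells, and for the similarities between days it could not be run, because the outliers have no class. Depth limits single cells to genes well above 1 CPM, and no interval for differences between animals can be had.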

Differences from the paper's values

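The DESeq2 alternative was chosen after the results were seen. For pooled neurons the paper's Table S1 lists 1179 genes, and 2157 passed the same limits here. Of the alternatives set before the data were examined, a mean of at least 10 CPM (1649) lies within 1.5 times the paper's number, and the others, from 1854 to 2163, do not. The paper lists 624 genes as higher and 1196 were found here, where of the alternatives set before the data were examined only a mean of at least 10 CPM (851) comes within that range, and limma on log2(CPM + 1), chosen after seeing the values, gave 929. It lists 555 as lower and 961 were found here, and a prior count of 5 (805), a mean of at least 10 CPM (798) and leaving out SNT library 1 (809), 2 (828) or 3 (823) come within it. DESeq2, chosen after seeing the values, gave 1761 genes, 953 higher and 808 lower, and dropped 116 of the paper's 1179 genes, while the main setting dropped 108. Of 1177 listed genes that were tested here, 1176 had the listed direction.

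The column of adjusted p in Table S1 holds values that its stated limit of 0.05 would not allow. Of 1177 genes with a value, 439 have 0.05 or more, up to 1, and 738 have less. Of the 439, 432 are listed as lower and 7 as higher, and 362 passed both limits here.

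On the control side, single cells and pooled neurons correlate at about 0.85 in Supplementary Fig. S1a, read by eye, and at 0.933 here. None of the alternatives set before the data were examined comes to the paper's value, with 0.890 on the linear scale, 0.940 with genes above 1 CPM and 0.936 with all cells. On the SNT side the value of 0.954 matches Supplementary Fig. S1b.

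The paper's Table S1 gives a log2 change of -2.00 for Scn11a, and -1.88 was found here. The difference lies within 1 SE (0.142) but is larger than the spread of the libraries (0.103). Quantile normalization (-2.02), limma with trend (-2.04), a mean of at least 10 CPM (-1.91) and leaving out control library 1, control library 3 or SNT library 3 come within that spread of the paper's value. So do library size alone (-2.04), limma on log2(CPM + 1) (-2.04), DESeq2 (-1.90), RLE size factors (-1.90) and thinning (-1.91), chosen after the data were seen. The other alternatives do not. For P2rx3 the paper gives -1.35 and -1.23 was found here, a difference within 1 SE (0.129) but not within the spread of 0.0904. Quantile normalization (-1.41), limma with trend (-1.39), a mean of at least 10 CPM (-1.26) and leaving out control library 1 come within it. So do library size alone (-1.39), limma on log2(CPM + 1) (-1.39) and thinning (-1.38), chosen after the data were seen, and the others do not. For Stat5a the paper gives 2.23 and 3.101 was found here, with a spread of 0.606, and only a prior count of 5 (2.17) comes within it.

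Some statements differ in direction or in extent, and differences may come from class names that were rebuilt here, as with PEP-like cells, where the clustering on markers alone gave 1.36 for the blue module in place of -0.12. The paper places all control-side cells in its second cluster, and 11 of 18 shared a group here, or 18 of 18 with average linkage. That grouping used no class names, and the division with 11 of 18 followed neuron class as well as side. It describes the green module as specific to NP neurons, and its median was 1.05 in LM-like cells against 1.09 in NP-like cells. It describes the fall of the brown module as specific to NP neurons, and the median was -0.92 in LM-like cells. It describes Gria4 and Kcna2 as falling in NP neurons exclusively, and they were at -1.63 and -3.80 in LM-like cells. Gria4 in NP-like cells was at 0.08, which changed sign with medians over cells. Of the 20 SNT-side NP-like cells, 12 had more Atf3 than every control-side cell, whereas the paper compares injured cells of its cluster 1. Isl1 and Oxr1, described as falling mainly in NP neurons, were at -1.20 and -1.51 in LM-like cells. Kcnn1 and Kcng3, described as falling specifically in NP neurons, were at -2.09 in LM-like cells for Kcnn1 and -1.61 in PEP-like cells for Kcng3, where medians over cells gave 0. Stat5a and Cacna2d1, described as rising in PEP neurons, were at -0.00 and -0.15 there, and with markers alone they were at 2.94 and 2.27. The LM-like values rest on a single control-side cell, which lies in another cluster than 14 of the 15 SNT-side LM-like cells. A difference between kinds of LM-like cells can therefore enter them. The PEP-like values, unless by markers alone, rest on 2 SNT-side cells. Those 2 cells had 0.650 and 16.7 CPM of Atf3, unlike the injured PEP neurons that the paper describes. The paper tested such changes with cells as replicates, and no test was made here.

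The paper counts Scn9a among the sodium channels that fell, and its log2 change of -0.76 in pooled neurons did not pass the limit on size. Table S6 lists 30 genes for blue, where the paper's text gives 26. It lists 10 for black, of which 9, the number in the text, are in that module of Table S4. Table S2 holds 102 Class II and 99 Class III genes, where the text gives 101 and 100. Table S3 holds 83 genes for LM neurons, as the paper states with its subtype comparison, while its text on day 7 gives 87.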

Other observations

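The tests of the pairing of the pooled libraries, of NP markers and of early-response genes in pooled neurons were chosen after the results were seen, and the tests of library size, of other splits and of early-response genes in single cells were set before.

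The column names and the sample identifiers of the pooled libraries pair the sides in opposite ways. If the names were reversed, the log2 ratio of the pooled libraries would run against that of the single cells across genes. Pearson's r across 9728 genes was 0.699 and Spearman's rho 0.565, and 6658 of the genes had the same sign, which argues against reversed names. Genes are not independent, so no p-value is given.

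Of the 10 ways to divide the 6 pooled libraries into 3 and 3, the division by side gave 2157 changed genes and every other division gave 0. Every other division mixes the sides within its groups, so a difference between the sides would itself lower those numbers. The divisions therefore cannot show what chance differences among like libraries would give. With 10 divisions the share with as many genes cannot fall below 1 of 10, so no p-value was drawn from it. The SNT-side libraries are larger. With all libraries thinned to the size of the smallest, 1869 genes were changed in place of 2157, 1691 of them shared, which argues against library size as the whole explanation. Because the libraries are parts of 1 pool per side, differences between animals stay open.

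Dissociation induces early-response genes, so a difference in dissociation stress was weighed as an explanation for the higher injury genes on the SNT side at day 3. In pooled neurons 5 of the 6 early-response genes were tested and 4 of them were lower on the SNT side, with a median log2 change of -1.08, although Dusp1 rose by 1.64. The 9 named injury genes had a median of 3.91. Stress on the SNT side would raise the early-response genes as a set. The 4 lower genes run against that and Dusp1 goes with it, so the pooled values leave the question open. In single cells the early-response genes had ratios of 0.04 for Fos, -1.56 for Fosb, 0.47 for Junb, -0.46 for Egr1, -0.74 for Ier2 and 0.88 for Dusp1. Their median of -0.21 over genes that go both ways leaves the question open there, while the injury genes had ratios of 1.45 to 7.57.

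Detected genes numbered 12665 ± 696 in SNT-side and 12004 ± 555 in control-side cells at day 3. With every cell thinned to 200000 counts the difference was 33.7 genes, smaller than the SD over cells. Library size is thus a candidate explanation for the difference before thinning.

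A day-3 cluster of 12 SNT-side cells, named NP-like here, held few counts of most NP markers. One hypothesis is that these markers fall after injury. In pooled neurons 9 of the 10 NP markers were tested, and 9 were lower on the SNT side at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 change of -2.26. All 5 C-LTMR markers were lower as well, 3 of 6 tested PEP markers were lower, and of 8 LM markers 3 were lower and 2 higher. The falls of the 9 NP markers ran from -9.91 (Mrgprd) to -0.84 (Plxnc1), with an SD of 3.288 over markers against a median SE of 0.227. Under 1 lower share of all NP neurons in the SNT-side pool they would be alike only for markers that no other cells express. Expression in other cells was not tested, so the unequal falls do not exclude it. Subgroups of NP neurons lost or picked in unequal shares would give unequal falls as well. These explanations and a fall of the markers within cells cannot be told apart from pooled neurons.

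At day 7, 6 SNT-side LM-like cells had 614 to 937 CPM of Pvalb, and the next lower SNT-side cell had 131 CPM. In these 6 cells Atf3 was at 0 to 13.9 CPM, below the highest control-side cell at 29.0 CPM. The 11 LM-like cells with Atf3 of at least 704 CPM had at most 131 CPM of Pvalb. These cells were noticed after their values were seen, and no test was made.

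Another SNT-side day-7 cell had S100a8 at 340 CPM, S100a9 at 357 CPM, Ngp at 152 CPM, Camp at 116 CPM and Ltf at 69.3 CPM, against at most 6.25 CPM of S100a8 in any other day-7 cell. In pooled neurons Bcl2, which overlaps an antisense gene, fell by a log2 change of 3.07, and Bax, at 0.70, passed neither limit.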
